# Small Extracellular Vesicles Orchestrate Cisplatin‐Induced Ototoxicity: Potential Biomarker and Targets Discovery

**DOI:** 10.1002/advs.202502627

**Published:** 2025-05-24

**Authors:** Jingru Ai, Shasha Zhang, Mingchen Dai, Pei Jiang, Jingyuan Huang, Hairong Xiao, Yanqin Lin, Xujun Tang, Wei Tong, Jun He, Qiuyue Mao, Yintao Wang, Zixuan Ye, Tian Wang, Renjie Chai

**Keywords:** biomarker, cisplatin‐induced ototoxicity, CLTC, miRNAs, small extracellular vesicles

## Abstract

Cisplatin‐induced ototoxicity remains a clinical dilemma with limited mechanistic understanding and no food and drug administration (FDA)‐approved therapies. Despite emerging roles of small extracellular vesicles (sEV) in drug ototoxicity, their molecular cargo profiles and causal roles to cisplatin‐induced ototoxicity are unexplored. This study systematically investigates sEV derived from cochlear explants treated with cisplatin (Cis‐sEV) and controls (Ctrl‐sEV) using multi‐omics profiling. Through small RNA sequencing, 83 differentially expressed microRNAs (miRNAs) are identified in Cis‐sEV compared to Ctrl‐sEV. Notably, mmu‐miR‐34a‐5p, mmu‐miR‐140‐5p, mmu‐miR‐15b‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐339‐5p are significantly upregulation in Cis‐sEVs. Predicted target pathways of these differentially expressed miRNAs are enriched in apoptosis, inflammation, and cellular damage, indicating their potential involvement in cisplatin‐induced cochlear damage. LC‐MS/MS analysis reveals 90 upregulated and 150 downregulated proteins in Cis‐sEV, with many involved in damage response. Specifically, CLTC, CCT2, ANXA6, and HSPA8 are uniquely upregulated proteins in Cis‐sEV, and CLTC and ANXA6 are exclusively co‐localized in hair cells (HCs) post‐cisplatin exposure, suggesting that Cis‐sEV originate primarily from damaged HCs. Moreover, CLTC in sEV may serve as a potential biomarker for cisplatin‐induced ototoxicity as verified in both in vitro and in vivo models. This study provides novel insights into the molecular mechanisms of cisplatin‐induced ototoxicity and identifies potential biomarker and therapeutic targets.

## 1 Introduction

Hearing is crucial for social activities but is particularly vulnerable to factors like genetics, ototoxic drugs, noise exposure, and aging, leading to irreversible sensorineural hearing loss (SNHL).^[^ ^1^ ^]^ Cisplatin, approved by the food and drug administration (FDA) in 1978, is a potent chemotherapeutic drug for malignant solid tumors but often causes severe adverse effects, including bilateral, progressive, and irreversible ototoxicity in 40% to 60% of patients.^[^ ^2^ ^]^

Cisplatin‐induced ototoxicity predominantly results in injury to hair cells (HCs), stria vascularis (SVs), and spiral ganglion neurons (SGNs) within the inner ear. Moreover, the basal turn of the cochlea, which is particularly sensitive to high‐frequency signals, is the initial damage site of cisplatin ototoxicity and suffers the most severe damage.^[^ ^3^ ^]^ High‐dose accumulation of cisplatin can also compromise auditory cells' apical and middle regions. Previous investigations have shown that apoptosis and inflammation elicited by reactive oxygen species (ROS), necrosis, ferroptosis, and the accumulation of lipid peroxides are involved in the progression of cisplatin ototoxicity.^[^ ^4^ ^]^ Nevertheless, the cellular interactions and molecular mechanisms underlying cisplatin‐induced ototoxicity have not yet been completely clarified and still need to be studied.

Small extracellular vesicles (sEV) are lipid bilayer vesicles (<200 nm in diameter) secreted by almost all cell types, and they carry multifarious bioactive molecules that reflect the characteristics of their parent cells.^[^ ^5^ ^]^ sEV‐mediated intercellular communication is a highly conserved process involving the transfer of functional molecules to recipient cells that are nearby or distant (via biofluids and circulation).^[^ ^5^ ^]^ Increasing evidence indicates that sEVs play a significant role in physiological and pathological processes, including the development and progression of cancer, neurodegenerative disease progression, immune regulation, cell survival, and apoptosis.^[^ ^6^ ^]^ In addition, sEV exhibit heterogeneity, primarily characterized by variations in their cargoes of proteins and microRNAs (miRNAs).^[^ ^7^ ^]^ Under various stress conditions and pathological states, this diversity becomes particularly pronounced, prompting sEV to potentially serve as disease biomarkers for monitoring specific disease development or assisting in diagnosis.^[^ ^8^ ^]^

sEVs are critical mediators of intercellular crosstalk in the inner ear,^[^ ^9^ ^]^ yet their molecular specificity in cochlear pathologies remains enigmatic. While a recent study revealed sEV‐mediated protection of vestibular HCs against aminoglycoside toxicity,^[^ ^10^ ^]^ the cochlea – an anatomically complex microenvironment – exhibits fundamentally distinct sEV dynamics under cisplatin‐induced ototoxicity. Crucially, the cargo composition (miRNAs/proteins) of sEV secreted in response to cisplatin‐induced ototoxicity remains unclear,^[^ ^9a^ ^]^ and whether these cisplatin‐modified sEV actively drive sensory cell death and reflecting damage, which are the main focuses of this study. A deeper understanding of the role of sEV in cisplatin‐induced ototoxicity is imperative to developing effective strategies to prevent or mitigate cisplatin's ototoxic effects and therapy optimization for chemotherapy patients.

This study analyzed the miRNAs and proteins from organotypic cochlea‐secreted sEV in cisplatin‐induced ototoxicity and their potential roles in cisplatin‐induced damage. Our findings indicate that the differentially expressed miRNAs in the Cis‐sEV group probably mediate several important cellular and molecular regulation pathways – such as apoptosis, inflammation, and cell survival – which provides a novel perspective for elucidating the downstream effects that contribute to the cochlea's unique vulnerability to cisplatin‐induced injury. Furthermore, several sEV miRNAs are being verified and might be potential therapeutic targets for mitigating cisplatin ototoxicity. Additionally, through LC‐MS/MS analysis and validation, we identified four proteins – clathrin heavy chain 1 (CLTC), T‐complex protein 1 subunit beta (CCT2), annexin A6 (ANXA6), and heat shock cognate 71 kDa protein (HSPA8) – that exhibited a specifical increase expression in Cis‐sEV in the cochlea explant model. Moreover, the damaged HCs are primarily the parent cells of Cis‐sEV, as indicated by the exclusively co‐localized of CLTC and ANXA6. By using the cisplatin‐induced House Ear Institute‐Organ of Corti 1 (HEI‐OC1) cell model and in vivo mice model, CLTC was also enriched expression in Cis‐sEV and could serve as a potential biomarker for cisplatin‐induced ototoxicity. The detailed mechanisms by which the miRNAs and proteins in Cis‐sEV respond to disease progression require further investigation in future studies.

## 2 Results

### 2.1 Establishment of an Ex Vivo Model of Cisplatin‐Induced Ototoxicity

The cochlear explants from postnatal day 3 (P3) mice were treated with 50 µM cisplatin for 48 h to establish an *ex vivo* model of cisplatin‐induced ototoxicity (**Figure** **1**A). Compared to the control group, the group exposed to 50 µM cisplatin exhibited significant damage to HCs along the cochlear basilar membrane by 24 h, with the severity of damage increasing from the apex to the base, leaving ≈70% of HCs intact (Figure 1B,C,D). As the duration of drug exposure extended to 36 h and 48 h, the resulting damage progressively worsened, leading to a time‐dependent decrease in HC survival rates across all turns of the cochlea (Figure 1B,C,D), which aligns with previous studies.^[^ ^3^, ^4^ ^]^ ≈80% of the HCs in each cochlear turn were lost after 48 h of cisplatin treatment (Figure 1D). Additionally, at 48 h, the protein expression of TOMM20 and p‐SAPK/JNK showed a noticeable increase in the cisplatin group, indicating the accumulation of ROS and an inflammatory response following cisplatin administration (Figure 1E). The accumulation of ROS in the mitochondria of HCs exposed to cisplatin was further confirmed by Mito‐Sox fluorescence staining (Figure 1H). Moreover, the protein level of apoptosis markers, including cleaved‐Caspase9 and cleaved‐Caspase3, was increased in response to cisplatin‐induced injury, as shown by western blotting and immunofluorescence results (Figure 1E,G). This indicates that the damaged HCs underwent apoptosis following cisplatin stress. Furthermore, cisplatin treatment led to a significant increase in the expression of mRNA for pro‐apoptosis genes such as *Bax*, *Caspase3*, *Caspase8*, and *Caspase9*, as well as the ROS‐related gene *Tomm20* (Figure 1F). In summary, we successfully established an *ex vivo* model of cisplatin‐induced ototoxicity, characterized by ROS accumulation, apoptosis, and an inflammatory response.

**Figure 1:**
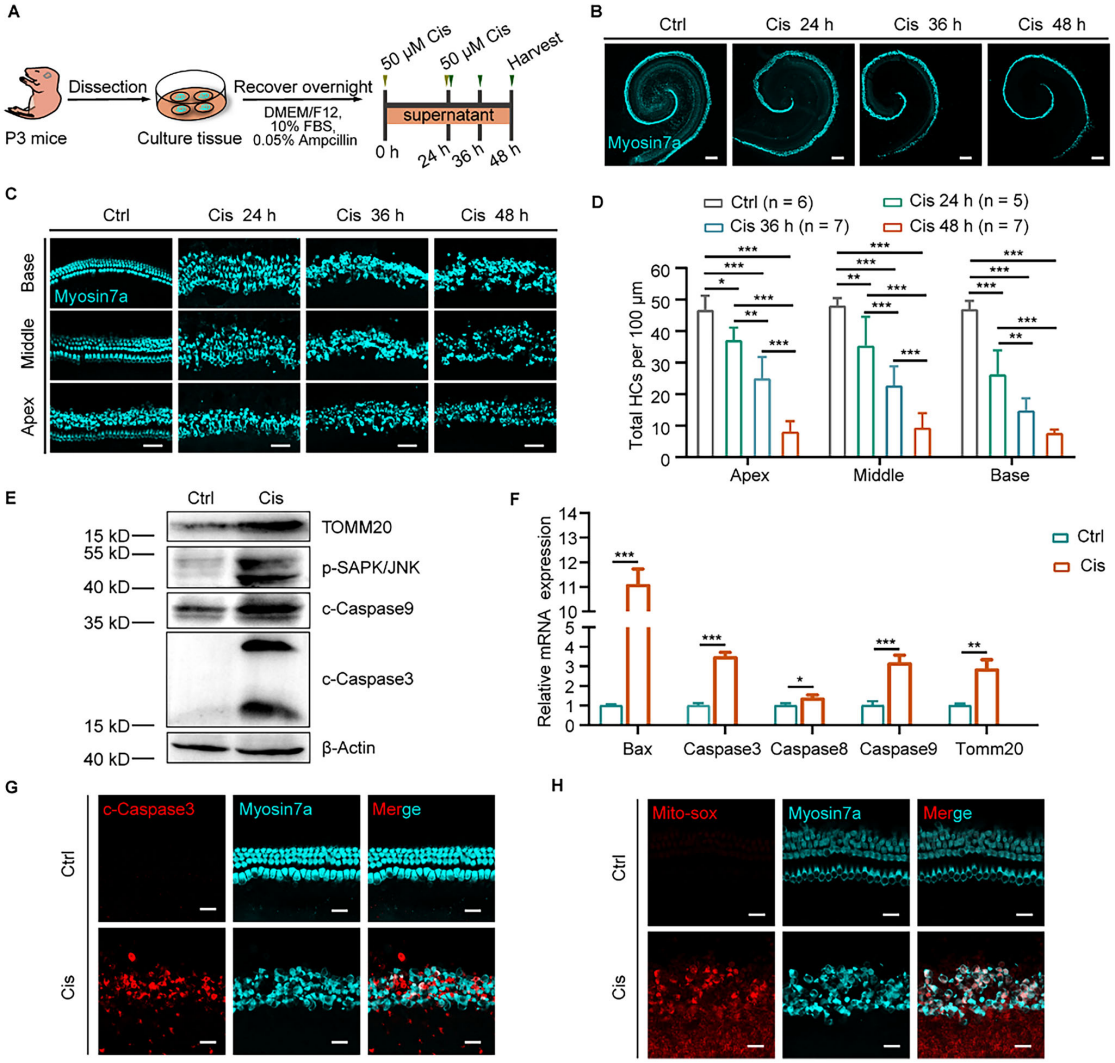
ROS accumulation, apoptosis, and inflammatory responses of auditory HCs in the *ex vivo* cisplatin‐induced ototoxicity model. A) The flow chart of *ex vivo* cochlear explant culture with 50 µM cisplatin. B,C) Representative confocal images of cochlear explants treated with various durations of 50 µM cisplatin (including 24 h, 36 h, and 48 h) are presented, including the complete cochlear explants (B) and local segments of the apical, middle, and basal turns of the cochlear explants (C). The control group of cochlear explants was cultured for 48 h without drug treatment. Myosin7a (cyan) marked HCs. Scale bars are 200 µm (B) and 50 µm (C). D) A quantitative analysis of HCs in each cochlear turn at different cisplatin treatment periods is shown, expressed as the number of HCs per 100 µm of the basilar membrane. Data are shown as mean ± SD, with “*” indicating *p* < 0.05, “**” indicating *p* < 0.01, and “***” indicating *p* < 0.001. “n” represents the number of cochlear explants counted. E) The levels of TOMM20 protein, phosphorylated SAPK/JNK, cleaved‐Caspase3, and cleaved‐Caspase9 in the cochlear explants were all significantly increased after cisplatin‐induced injury at 48 h. β‐Actin served as the reference protein. F) The mRNA levels of *Bax*, *Caspase3*, *Caspase8*, *Caspase9*, and *Tomm20* were significantly increased when the cochlea was exposed to cisplatin for 48 h; n = 3. All results are presented as the mean ± SD, with statistical significance indicated as follows: “*” for *p* < 0.05, “**” for *p* < 0.01, and “***” for *p* < 0.001. G) Immunostaining with cleaved‐Caspase3 (red fluorescence) and anti‐Myosin7a (green fluorescence) showed that HCs in the cisplatin group exhibited a high level of the pro‐apoptosis factor. Scale bar, 20 µm. H) Mito‐Sox fluorescence staining labeled mitochondrial ROS levels in living HCs, showing significant ROS accumulation and oxidative stress in HCs after cisplatin administration. Scale bar, 20 µm.

### 2.2 Isolation and Characterization of Tissue‐Derived sEV from Cisplatin‐Treatment Cochlear Explants

Tissue‐derived sEV are found in the intercellular space of tissues and play significant roles in facilitating intercellular communication within the tissue microenvironment. Therefore, they closely reflect the characteristics of the parental cells and the surrounding tissue environment.^[^ ^11^ ^]^ To investigate changes in sEV secretion patterns associated with the progression of cisplatin‐induced toxicity, we isolated the sEV from the supernatant of the cochlear explant culture medium over a continuous timeframe from 0 to 48 h. This isolation process involved a series of differential centrifugation, ultrafiltration, and ultracentrifugation steps, as illustrated in the flow diagram presented in **Figure** **2**A. The sEVs collected from the cisplatin‐treated group are designated as Cis‐sEV, while those derived from the control group are designated as Ctrl‐sEV. TEM analysis revealed typical oval and cup‐shaped structures in both types of sEVs, with sizes of ≈200 nm (Figure 2B,C). Additionally, the NTA results showed that both Ctrl‐sEV and Cis‐sEV were within the size range of 200 nm (Figure 2D,E). Statistical analysis revealed that the median size of the Ctrl‐sEV group was 149.6 ± 6.461 nm, while the median size for the Cis‐sEV group was 152.0 ± 5.606 nm, showing no significant difference in median size between the two sEV groups (Figure S1, Supporting Information). Additionally, the mean quantity of derived sEV particles per cochlear explant in the control group was measured at 3.27 × 10^7^ ± 1.52 × 10^7^, compared to 5.38 × 10^7^ ± 3.80 × 10^7^ sEV particles per cochlear explant in the cisplatin‐treated group, also demonstrating no statistical difference between the two groups (Figure 2G). Typical protein markers of sEV (CD63, TSG101, and Flotillin‐1) were confirmed by western blotting in both the isolated sEV and tissue lysate, while Calnexin, an sEV‐negative marker, was detected only in the tissue lysate and not in either the Cis‐sEV or Ctrl‐sEV groups (Figure 2F). Taken together, these results demonstrated that sEVs were effectively isolated and purified from the conditioned culture medium of cochlear explants, which could be used for further research.

**Figure 2:**
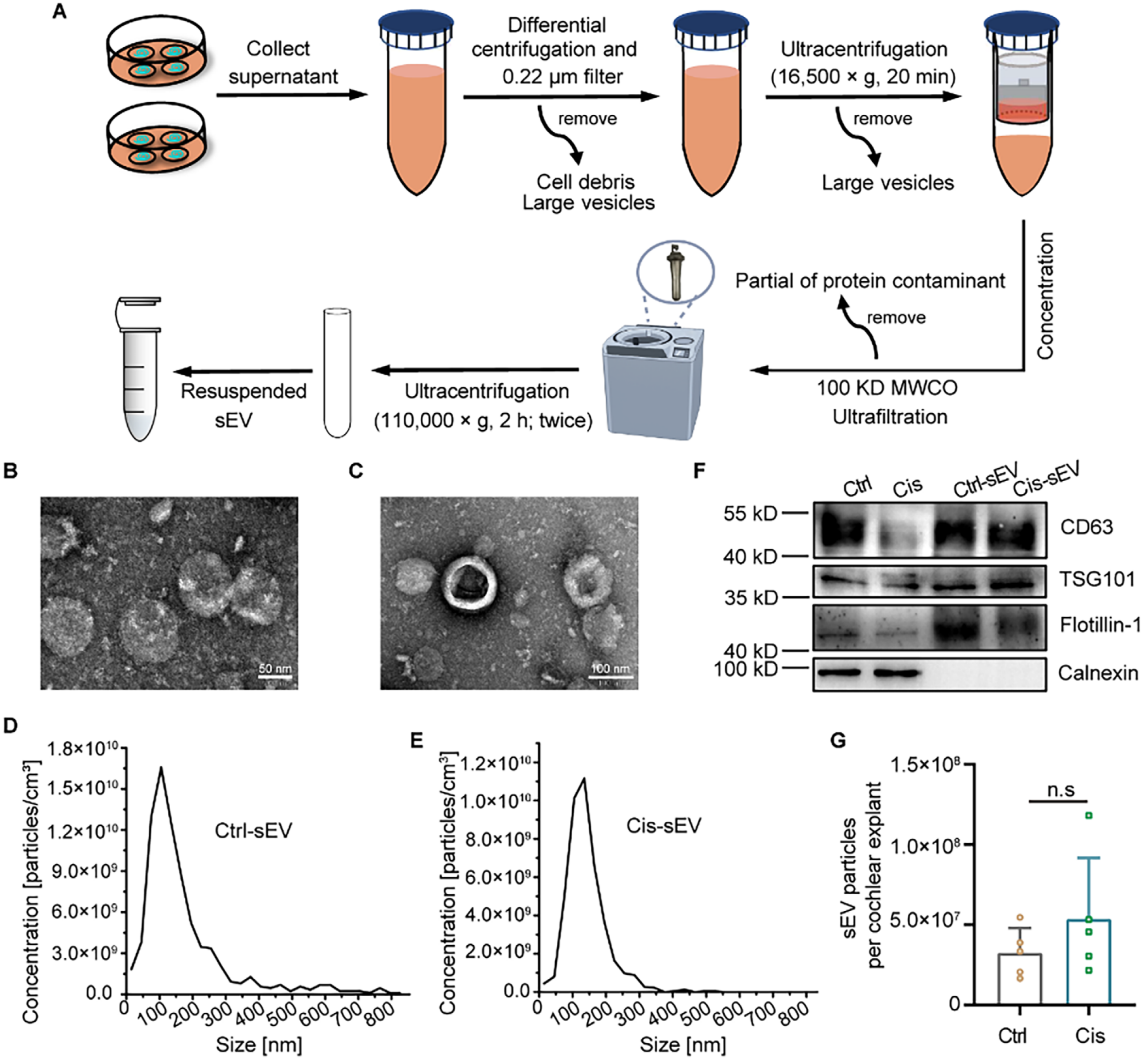
Isolation and characterization of cochlear tissue‐derived sEV form cochlear explants. A) The flow diagram for isolating sEV from the conditioned culture medium of the cochlear explants involves a 48‐h treatment. B,C) TEM analysis of the morphology of Cis‐sEV and Ctrl‐sEV. Scale bars, 50 nm (B) and 100 nm (C). D,E) Particle size distribution of Cis‐sEV and Ctrl‐sEV was determined by NTA. F) Western blotting analysis of isolated sEV and cochlear explants tissue lysate with typical positive markers for sEV, such as CD63, TSG101, and Flotllin‐1, and the negative marker Calnexin, normalized according to BCA protein quantification results. G) Statistical analysis of the number of sEV secreted per cochlear explant in the control group and cisplatin‐treated group. Ctrl group: n = 5 samples; Cis group: n = 5 samples. The “n.s” represent the no signification.

### 2.3 Differential miRNA Profiles in Cis‐sEV Compared to Ctrl‐sEV

Small RNAs, particularly miRNAs, are crucial components of sEV and play a direct role in intercellular communication by regulating gene expression at the post‐transcriptional level.^[^ ^12^ ^]^ To detect the differentiation of miRNA molecular profiles between the Cis‐sEV and Ctrl‐sEV groups, a small RNA‐seq analysis was performed with three biological replicates for each group. 

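Small RNA was sequenced from 3 Cis-sEV and 3 Ctrl-sEV samples, each holding the sEV of about 80 cochlear explants from mice at postnatal day 3. The explants, pieces of the sensory epithelium of the inner ear kept in culture, had been treated with 50 µM cisplatin or with PBS for 48 h. The authors selected RNA of the length of miRNAs, sequenced it on the DNBSEQ platform, aligned the reads to the mouse genome with Bowtie2 and deposited the number of reads counted on each mature miRNA, without normalization. These counts cover 810 miRNAs, of which 669 have a miRBase name and 141 were predicted from the reads. The Cis-sEV libraries held 1791387, 1722359 and 1794175 miRNA reads, and the Ctrl-sEV libraries held 539785, 718597 and 528952. Reads of other RNA classes are not analysed here, so each scaled value is relative to the miRNA reads of its own library. Levels are given as CPM, reads scaled by the miRNA reads of the library, and for tests between the groups they were further scaled by edgeR's TMM factors, which ranged from 1.10 to 1.18 in Cis-sEV and from 0.762 to 0.997 in Ctrl-sEV. A miRNA with 0 reads could lie at up to 1.67 to 1.74 CPM in a Cis-sEV library and at up to 4.17 to 5.67 CPM in a Ctrl-sEV library, the level of 3 reads. Copies that PCR made of one molecule were not told apart, so the intervals and limits given beside these data cover counting error only. Libraries of the same group differed by more than the sampling of reads, with a chi-square per degree of freedom between 66.3 and 115 for each pair of libraries. The biological coefficient of variation that edgeR estimated was 0.369 among the Cis-sEV libraries and 1.55 among the Ctrl-sEV libraries.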

First, PCA analysis revealed a clear discrepancy between the two groups (Figure S2A, Supporting Information). Additionally, correlation analysis indicated a strong correlation among replicates within each group (**Figure** **3**A). 

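Principal components were computed on log2(CPM + 1) of the 810 miRNAs, each centred and not scaled. Component 1 held 48.8% of the variance and component 2 held 20.1%. The Cis-sEV libraries scored 34.1, 33.0 and 33.7 on component 1, and the Ctrl-sEV libraries scored -38.9, -38.0 and -23.9. The gap between the groups made up 77.9% of the whole range of these scores and was wider than the spread within either group. The share on component 1 was largest, 91.5%, for the correlation matrix of CPM with no log, a setting chosen after seeing the data. That setting does not centre each miRNA, so its component 1 holds the profile that all libraries share. There the groups separated on component 2, which held 7.85%.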

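Pearson correlations between libraries were computed across the 810 miRNAs, which are not independent replicates, on the same log2 scale. The mean over the 3 pairs of Cis-sEV libraries was 0.917 (range 0.911 to 0.921), and over the 3 pairs of Ctrl-sEV libraries 0.813 (range 0.798 to 0.824). Over the 9 pairs of a Cis-sEV and a Ctrl-sEV library it was 0.803 (range 0.784 to 0.833), which overlapped the range within Ctrl-sEV. On CPM with no log, the alternative that moved the mean within Ctrl-sEV most, these 3 means were 0.9901, 0.985 and 0.838. With log2(CPM + 10), the mean was 0.877 within Ctrl-sEV and 0.878 between the groups. Over the miRNAs with enough reads to be tested for differential expression, these means were 0.768 and 0.782.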

Notably, the miRNA composition in the sEV RNA categories was found to be more abundant in the Cis‐sEV group, when compared to the Ctrl‐sEV group (Figure 3B). 

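The miRNA reads per library numbered 1769307 ± 40682 (SD, n = 3) in Cis-sEV and 595778 ± 106502 (SD, n = 3) in Ctrl-sEV, a ratio of 2.97 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Without the 10 most abundant miRNAs the ratio was 4.02. The most abundant miRNA of both groups, mmu-miR-204-5p, is encoded by Mir204 on chromosome 19 of GRCm38, from 22750605 to 22750672, in an intron of Trpm3. It had 115812 ± 3079.9 reads (SD, n = 3) in Cis-sEV and 112217 ± 2597 (SD, n = 3) in Ctrl-sEV, a difference that the same exact permutation test did not separate (p = 0.2). Its share of the miRNA reads was 6.34 to 6.66% in the Cis-sEV libraries and 15.7 to 21.2% in the Ctrl-sEV libraries, and the 95% Wilson intervals of these shares spanned 6.31 to 6.70% and 15.7 to 21.3%. The 10 most abundant miRNAs of each library took 44.7 ± 0.815% (SD, n = 3) of the miRNA reads in Cis-sEV and 61.0 ± 2.73% (SD, n = 3) in Ctrl-sEV. The share of miRNAs among all RNA categories could not be computed from these counts.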

810 miRNAs were identified across all samples. Furthermore, the analysis revealed 799 miRNAs in the Cis‐sEV group and 400 miRNAs in the Ctrl‐sEV group, with 389 miRNAs being common in both groups (Figure 3C). 

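Each of the 810 miRNAs had at least 1 read in at least 1 library. With at least 5 reads required in a library, 729 were counted, and with at least 10 reads over a group, 631. The strictest minimum, a read in every library of a group, left 435. The 669 with a miRBase name were each detected. Single libraries held fewer: 586, 603 and 601 miRNAs were detected in the Cis-sEV libraries and 258, 266 and 311 in the Ctrl-sEV libraries. The sequence of 8 of the miRNAs is identical to that of another in the table, among them the pairs mmu-miR-199a-3p with mmu-miR-199b-3p and mmu-miR-486a-5p with mmu-miR-486b-5p.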

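At least 1 read in at least 1 library was found for 799 miRNAs in Cis-sEV and for 400 in Ctrl-sEV, with 389 found in both groups. A read in every library of the group was found for 430, 180 and 175 miRNAs. With each library thinned to 528952 reads, the total of the shallowest, the mean counts over 100 draws were 753 in Cis-sEV, 398 in Ctrl-sEV and 377 in both. The 410 miRNAs found only in Cis-sEV made up 0.381% of the Cis-sEV reads, with a median of 13 reads over the group. Of these, 215 were found in 1 library only, 100 in all 3, and 83 were predicted miRNAs. Among them 67 had at least 10 CPM, above the level of 3 reads in a Ctrl-sEV library, and 5 had at least 100 CPM. That level covers counting error only. At 60.9 reads per captured molecule, estimated from the spread between Ctrl-sEV replicates, 0 reads would allow higher levels. Of 87 miRNAs at 20 to 50 CPM in Cis-sEV, 35.5 would then be expected at 0 with equal composition, where 37 had 0 reads. Of 137 at 5 to 20 CPM, 102 would be, where 73 had 0 reads. Each of the 11 miRNAs found only in Ctrl-sEV had reads in 1 library only, at most 126. The groups also differed in how many miRNAs had few reads. In the Cis-sEV libraries 104, 135 and 129 miRNAs had 1 to 8 reads, 163, 166 and 159 had 9 to 31, and 319, 302 and 313 had at least 32. In the Ctrl-sEV libraries 46, 45 and 82 had 1 to 8 reads, only 13, 11 and 20 had 9 to 31, and 199, 210 and 209 had at least 32.

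**Figure D1:**
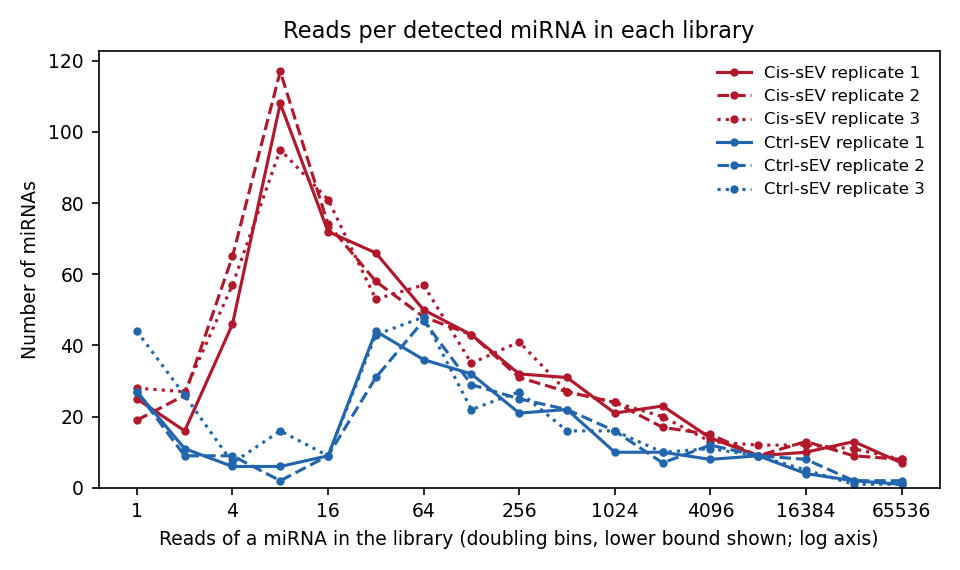
Number of detected miRNAs against their reads in each library, in bins that double in width on a log2 axis, for the 3 Cis-sEV and 3 Ctrl-sEV libraries. Each Ctrl-sEV library has fewer miRNAs from 9 to 31 reads (11 to 20) than from 1 to 8 (45 to 82), and the Cis-sEV libraries have 159 to 166 from 9 to 31.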

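For the 389 miRNAs found in both groups, the mean number of reads was higher in Cis-sEV than in Ctrl-sEV in 313, with a median ratio of 3.88. Every Cis-sEV library had more reads than every Ctrl-sEV library for 211 of them and fewer for 4, where chance gives 5% in each direction. Part of this difference in reads lies in the larger libraries of Cis-sEV. Relative to the miRNA reads of each library, in CPM, 221 of the 389 were higher in Cis-sEV. In CPM, the 3 Cis-sEV libraries lay above the 3 Ctrl-sEV libraries for 115 miRNAs and below them for 35, again against 5% by chance in each direction.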

The level of miRNAs in the Cis‐sEV group was markedly higher than that in the Ctrl‐sEV group, potentially offering valuable insights into the pathological changes associated with cochlear damage induced by cisplatin exposure. The expression levels of the top 40 miRNAs in both the Cis‐sEV and Ctrl‐sEV groups were presented in Figures S2B,C, Supporting Information, respectively. Furthermore, differential expression analysis revealed that 83 miRNAs were significantly altered between the two groups, of which 74 miRNAs were upregulated (including 7 novel miRNAs) and 9 miRNAs (including 3 novel miRNAs) were downregulated in the Cis‐sEV group compared to the Ctrl‐sEV group (Figure 3D,E). 

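The miRNAs were ranked by mean CPM in each group. The 40 most abundant miRNAs took 86.9% of the mean CPM in Cis-sEV and 91.5% in Ctrl-sEV, and 34 miRNAs (85%) were on both lists. Among the 20 most abundant, 14 (70%) were shared. The first ranks of both groups were held by mmu-miR-204-5p with 65468 ± 1769.8 CPM (SD, n = 3) in Cis-sEV and 191884 ± 29895 CPM (SD, n = 3) in Ctrl-sEV. Next came mmu-let-7c-5p with 58172 ± 1094 and 96909 ± 9586 CPM and mmu-let-7a-5p with 51203 ± 1378 and 66916 ± 9603 CPM. On rank 4 in Cis-sEV was mmu-let-7f-5p with 45152 ± 1192 CPM, against 38069.7 ± 5409 CPM in Ctrl-sEV, where its rank was 6. mmu-miR-181a-5p had 43132 ± 3773 CPM (rank 5) and 51063 ± 3846 CPM (rank 4). mmu-miR-183-5p, on rank 5 in Ctrl-sEV, had 38991 ± 3325 CPM in Cis-sEV and 42587 ± 524 CPM in Ctrl-sEV. By edgeR's quasi-likelihood test the log2 fold change between Cis-sEV and Ctrl-sEV was -1.93 (standard error 0.23, adjusted p = 0.00502) for mmu-miR-204-5p and -1.10 (standard error 0.18) for mmu-let-7c-5p. Scaled by the total RNA reads that Fig. 3B implies, both were higher in Cis-sEV, with log2 fold changes of 0.53 and 1.31. Without Cis-sEV replicate 3 or Ctrl-sEV replicate 1, the change of mmu-let-7c-5p was -0.95 and -0.98, short of the limit of 1 that the authors set. With total miRNA reads and with a test on summed counts it was -0.74, and DESeq2 did not call it either.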

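Differential expression was tested with edgeR's quasi-likelihood test on the 353 miRNAs with enough reads for it, with Benjamini-Hochberg adjustment and the limits the authors state, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. It called 106 miRNAs, 83 higher in Cis-sEV (6 of them predicted miRNAs) and 23 lower (4 predicted). At an unadjusted p under 0.05 there were 147. The number moved with the choice of test. limma-voom called 30 higher and 13 lower, and an MA-plot test on counts summed over each group, the kind the methods name, has no replicate spread and called 158 higher and 56 lower. How the calls divide moved with some scalings and little with others. With DESeq2 size factors 80 were higher and 23 lower, with TMMwsp 78 and 22, and with upper-quartile factors 77 and 25. With total miRNA reads and no TMM factor, 97 were higher and 11 lower, and with the total RNA reads that Fig. 3B implies, edgeR called 192 higher and 0 lower, with 207 at an unadjusted p under 0.05. The median log2 fold change of the tested miRNAs was 0.44 with TMM, 0.79 with total miRNA reads, 0.22 with upper-quartile factors and 2.85 with the reads from Fig. 3B. Leaving out a library mattered too, and the direction went with its group. The number called was 53 without Cis-sEV replicate 1, 57 without Cis-sEV replicate 2 and 70 without Cis-sEV replicate 3. It was 134 without Ctrl-sEV replicate 1, 121 without Ctrl-sEV replicate 2 and 169 without Ctrl-sEV replicate 3. The fit takes the same spread for both groups, though their biological coefficients of variation were 0.369 in Cis-sEV and 1.55 in Ctrl-sEV. A call lost without a Cis-sEV library need not mean that it rests on that library. In CPM scaled by TMM, all Cis-sEV libraries lay above all Ctrl-sEV libraries for 133 of the 353 and below them for 44, against 5% by chance in each direction. The 23 lower miRNAs had reads in each Ctrl-sEV library, with log2 fold changes from -4.43 to -1.10 and a median of -1.70. The 5 with the largest falls were mmu-miR-7b-5p at -4.43 (standard error 1.10, adjusted p = 0.0194), mmu-miR-486a-5p at -3.47 (standard error 0.72, adjusted p = 0.0111), mmu-miR-466i-5p at -3.24 (standard error 0.97, adjusted p = 0.0388), and the predicted miRNAs GGGGGAUUAGCUCAGCUG at -3.09 (standard error 0.45, adjusted p = 0.0053) and CACACACACACACACACACACA at -2.89 (standard error 0.76, adjusted p = 0.0236). Each of the 3 Ctrl-sEV libraries lay above each of the 3 Cis-sEV libraries for these 5. With 1 library left out, the log2 fold change of mmu-miR-7b-5p ran from -4.81 to -3.42. Those of the other miRNAs among the 5 stayed between -3.76 and -2.39. With any 1 of the Cis-sEV libraries left out, the adjusted p was 0.0923 to 0.110 for mmu-miR-7b-5p, 0.151 to 0.187 for mmu-miR-466i-5p and 0.0678 to 0.107 for CACACACACACACACACACACA, and these 3 were no longer called. limma-voom called only GGGGGAUUAGCUCAGCUG of the 5. With the total RNA reads from Fig. 3B none of the 5 was called.

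**Figure D2:**
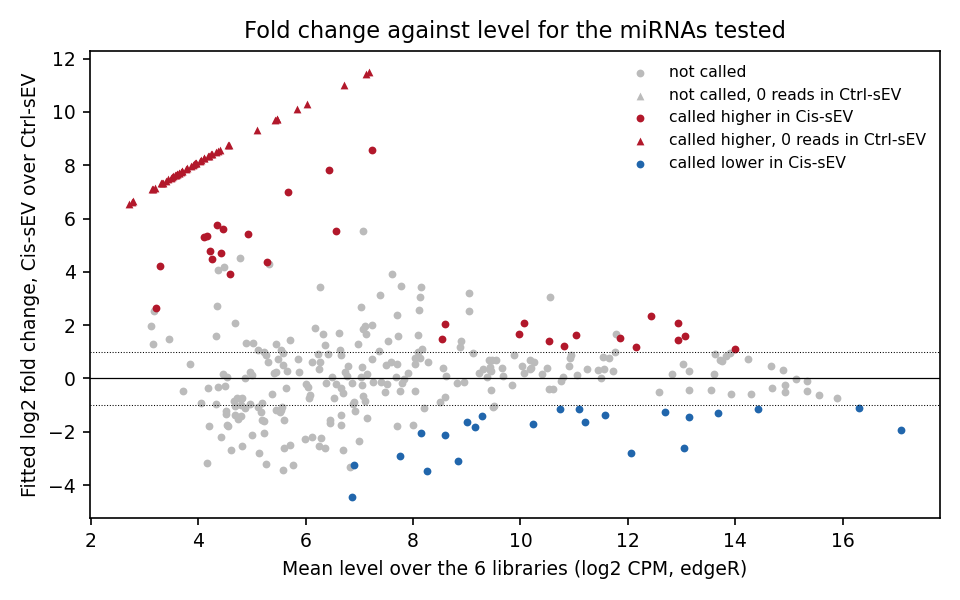
Log2 fold change between Cis-sEV and Ctrl-sEV from edgeR against the mean level in log2 CPM for the 353 tested miRNAs, with called miRNAs colored and miRNAs with 0 reads in Ctrl-sEV drawn as triangles. Of the 83 miRNAs called higher, 53 are triangles, whose fitted fold change is not a measured ratio. With the reads from Fig. 3B as scale, no miRNA is called lower.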

The seven novel miRNAs that exhibited differentially enriched expression in the Cis‐sEV group were cataloged in Table S1, Supporting Information. Additionally, the expression levels of numerous upregulated miRNAs were markedly increased in the Cis‐sEV group (Figure 3E). This includes several miRNAs known to regulate ROS reactions, inflammatory responses, and apoptosis, such as mmu‐miR‐100‐3p,^[^ ^13^ ^]^ mmu‐miR‐124‐3p,^[^ ^14^ ^]^ mmu‐miR‐129‐2‐3p,^[^ ^15^ ^]^ mmu‐miR‐140‐5p,^[^ ^16^ ^]^ mmu‐miR‐153‐3p,^[^ ^17^ ^]^ mmu‐miR‐15b‐5p,^[^ ^18^ ^]^ mmu‐miR‐17‐5p,^[^ ^19^ ^]^ mmu‐miR‐25‐3p,^[^ ^20^ ^]^ mmu‐miR‐339‐5p,^[^ ^21^ ^]^ mmu‐miR‐34a‐5p,^[^ ^22^ ^]^ and mmu‐miR‐370‐3p.^[^ ^23^ ^]^ Eight of these miRNAs, along with their potential functions and relevant references were summarized in **Table** **1**. 

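Of the 7 predicted miRNAs in Table S1, 6 were called higher in Cis-sEV by edgeR. A fold against a group with 0 reads is given as a lower bound, computed with 3 reads over the 3 Ctrl-sEV libraries. UAACGUGUGAGUGUGUGUUUU had 116, 36 and 27 reads in the Cis-sEV libraries and 0 in Ctrl-sEV, at least 16.0-fold higher (adjusted p = 0.0138 from edgeR), and at least 7.44-fold without Cis-sEV replicate 1, which holds most of its reads. UUGCUGGGGUGUGCAUGGUGU had 38, 27 and 31 reads and 0 in Ctrl-sEV, at least 8.60-fold higher. CCUGUCUGUGCCUGCUGUAC had 37, 55 and 47 reads and 0 in Ctrl-sEV, at least 12.4-fold higher. UCCCUGAGACCCUUUAAC, 18 nt long, had 53, 60 and 104 reads and 0 in Ctrl-sEV, at least 19.4-fold higher, and its whole sequence lies in the annotated miRNA gene Mir125a on chromosome 17. UGCUAUGAUGAAGGCUAUGUUGGUA had 597, 504 and 685 reads against 1, 0 and 0, a ratio of 479.9 with a 95% counting interval (Clopper-Pearson) of 86.0 to 18964. Without Ctrl-sEV replicate 1 it has 0 reads in Ctrl-sEV and is at least 114-fold higher. Its whole sequence lies in the annotated snoRNA Gm26224. GCCGAAAGCAUGGGAACAGCC had 54, 71 and 50 reads against 0, 0 and 1, a ratio of 47.0 with an interval of 8.33 to 1868, and lies in the snoRNA Snora65. Without Ctrl-sEV replicate 3 it has 0 reads there and is at least 11.5-fold higher. Each bound for the 4 sequences with 0 reads in all of Ctrl-sEV is 1.695 times lower without Ctrl-sEV replicate 2, since the floor of 3 reads then stands over fewer reads. These bounds cover counting error only. At an estimated 60.9 reads per captured molecule, the chance of 0 reads at equal composition ran from 0.30 to 0.59 for these 4. UCCCUCAGACCCUAACUUU, with 37, 140 and 258 reads against 0, 3 and 3, was not called, at a log2 fold change of 4.31 (standard error 1.61, adjusted p = 0.0807 from edgeR). Each Cis-sEV library lay above each Ctrl-sEV library for all 7. Under limma-voom UAACGUGUGAGUGUGUGUUUU, UUGCUGGGGUGUGCAUGGUGU, GCCGAAAGCAUGGGAACAGCC and CCUGUCUGUGCCUGCUGUAC were not called. On the scale of total RNA reads from Fig. 3B, chosen after seeing the data and with 0.001 in place of a group at 0, the log2 ratios were between 6.67 and 11.69, and those of the 4 sequences with 0 reads in Ctrl-sEV rest on that value.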

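Of the 83 miRNAs called higher in Cis-sEV, 53 (63.9%) had 0 reads in every Ctrl-sEV library and 30 had reads there. Of these 30, 13 had only 1 to 3 reads over the group and 18 had reads in each Ctrl-sEV library, with mmu-miR-499-5p in both sets. All 83 were higher in each Cis-sEV library than in each Ctrl-sEV library. The 53 with 0 reads were at least 4.84-fold to at least 153-fold higher, with a median bound of 13.6-fold, taking 3 reads over the Ctrl-sEV group as the floor. Without Ctrl-sEV replicate 2 that floor stands over fewer reads and each bound is 1.695 times lower, from 2.85-fold to 90.2-fold. These bounds cover counting error only, and few captured molecules in Ctrl-sEV could also give 0 reads. Without Cis-sEV replicate 1, the bound of 7 of the 53 moved by more than 1.5 times, and without Cis-sEV replicate 2 that of 2. Among the 53, mmu-miR-669a-5p (at least 11.1-fold) has the same sequence as mmu-miR-669p-5p, which had 11 reads in Ctrl-sEV replicate 1. That sequence was thus read in Ctrl-sEV, and the bound holds for the name only. The 18 with reads in each Ctrl-sEV library had a median log2 fold change of 1.65, from 1.12 to 5.54. Among the called miRNAs the largest bound was that of mmu-miR-344-3p, with 683, 502 and 522 reads in Cis-sEV, at least 153-fold higher (adjusted p = 0.00562 from edgeR). It was not called without Cis-sEV replicate 1, where its adjusted p was 0.0585, the highest of the range from 0.00777 with each library left out in turn. mmu-miR-34c-3p, from Mir34c on chromosome 9, had 299, 156 and 300 reads and was at least 67.6-fold higher (adjusted p = 0.0168). mmu-miR-669l-5p, from an intron of Sfmbt2, had 219, 175 and 267 reads and was at least 59.2-fold higher (adjusted p = 0.0172). Leaving out any 1 of the Cis-sEV libraries took the adjusted p of these last 2 to between 0.0699 and 0.0899, and neither was called.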

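Of the 11 miRNAs named here, 9 were called higher in Cis-sEV by edgeR, and for all 11 each Cis-sEV library lay above each Ctrl-sEV library. Levels are CPM scaled by TMM, and positions are of the miRNA genes in GRCm38. The most abundant, mmu-miR-34a-5p (Mir34a, chromosome 4, 150068454 to 150068555, intergenic), had 9246 ± 819.6 CPM (SD, n = 3) in Cis-sEV and 1803 ± 624 CPM (SD, n = 3) in Ctrl-sEV. Its log2 fold change was 2.36 (standard error 0.29, adjusted p = 0.00502). mmu-miR-25-3p (Mir25, chromosome 5, 138165321 to 138165404, in Mcm7) had 1737 ± 57.1 CPM in Cis-sEV and 413 ± 211 CPM in Ctrl-sEV, a log2 fold change of 2.07 (standard error 0.42, adjusted p = 0.0105). Both were called under every alternative run, and with each library left out their log2 fold changes stayed between 2.19 and 2.62 and between 1.85 and 2.40. mmu-miR-140-5p (Mir140, chromosome 8, 107551244 to 107551313, in Wwp2) had 182 ± 49.7 CPM in Cis-sEV and 3.81 ± 2.08 CPM in Ctrl-sEV, where it had 1, 2 and 3 reads. Its log2 fold change was 5.54 (standard error 1.18, adjusted p = 0.0119). It was not called without Cis-sEV replicate 1 (adjusted p = 0.144) or replicate 2 (adjusted p = 0.101), and over the 6 libraries left out its adjusted p ran from 0.00777 to 0.144. mmu-miR-15b-5p (Mir15b, chromosome 3, 69009772 to 69009835, in an intron of Smc4) and mmu-miR-17-5p (Mir17, chromosome 14, 115043671 to 115043754, in Mir17hg) did not pass the test. mmu-miR-15b-5p had 137 ± 17.5 CPM in Cis-sEV and 12.5 ± 12.5 CPM in Ctrl-sEV, where it had 2, 4 and 13 reads, and a log2 fold change of 3.45 (standard error 1.26, adjusted p = 0.0775). mmu-miR-17-5p had 92, 92 and 108 reads against 0, 0 and 3, a ratio of 26.2 with a 95% counting interval of 8.86 to 127.5 (adjusted p = 0.0720). Without Ctrl-sEV replicate 3 it has 0 reads in Ctrl-sEV, so that only a lower bound on its fold exists there. Both were called by DESeq2, by the MA-plot test, by limma-voom with group weights, with the reads from Fig. 3B, and without Ctrl-sEV replicate 3, where the log2 fold change was 4.76 for mmu-miR-15b-5p. limma-voom also called mmu-miR-15b-5p. The other 6 had 0 reads in Ctrl-sEV. mmu-miR-153-3p (chromosome 12, in an intron of Ptprn2), with 866, 431 and 334 reads, was at least 146-fold higher (adjusted p = 0.00771; at least 90.4-fold without Cis-sEV replicate 1), and mmu-miR-100-3p (chromosome 9), with 451, 389 and 388 reads, at least 109.98-fold (adjusted p = 0.00993). With 1 library left out, the highest adjusted p of both was 0.0761. mmu-miR-153-3p was not called without Cis-sEV replicate 1, and mmu-miR-100-3p was not called without any 1 of the Cis-sEV libraries. mmu-miR-124-3p, which has 3 genes, was at least 19.9-fold higher on 109, 25 and 88 reads (adjusted p = 0.0136). mmu-miR-339-5p (chromosome 5, in an intron of 3110082I17Rik) was at least 16.9-fold higher on 76, 89 and 24 reads (adjusted p = 0.0124). mmu-miR-370-3p (chromosome 12, in an intron of Rian) was at least 14.6-fold higher on 56, 17 and 90 reads (adjusted p = 0.0115). mmu-miR-129-2-3p (chromosome 2, in an intron of Mir670hg) was at least 13.6-fold higher on 35, 62 and 55 reads (adjusted p = 0.00562). With 1 library left out, too few reads for the test remained for mmu-miR-339-5p without Cis-sEV replicate 1 or 2 and for mmu-miR-370-3p without Cis-sEV replicate 1 or 3. Each of these 6 bounds is 1.695 times lower without Ctrl-sEV replicate 2, and each covers counting error only. At an estimated 60.9 reads per captured molecule, 0 reads in Ctrl-sEV had these chances at equal composition. The chance was 0.43 for mmu-miR-129-2-3p, 0.41 for mmu-miR-370-3p, 0.35 for mmu-miR-339-5p and 0.29 for mmu-miR-124-3p. It was 0.0011 for mmu-miR-100-3p and 0.00012 for mmu-miR-153-3p. limma-voom did not call mmu-miR-129-2-3p, mmu-miR-339-5p or mmu-miR-370-3p. The paper states that these miRNAs are known to regulate ROS reactions, inflammatory responses and apoptosis, and carries 8 of them forward with their functions.

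**Figure D3:**
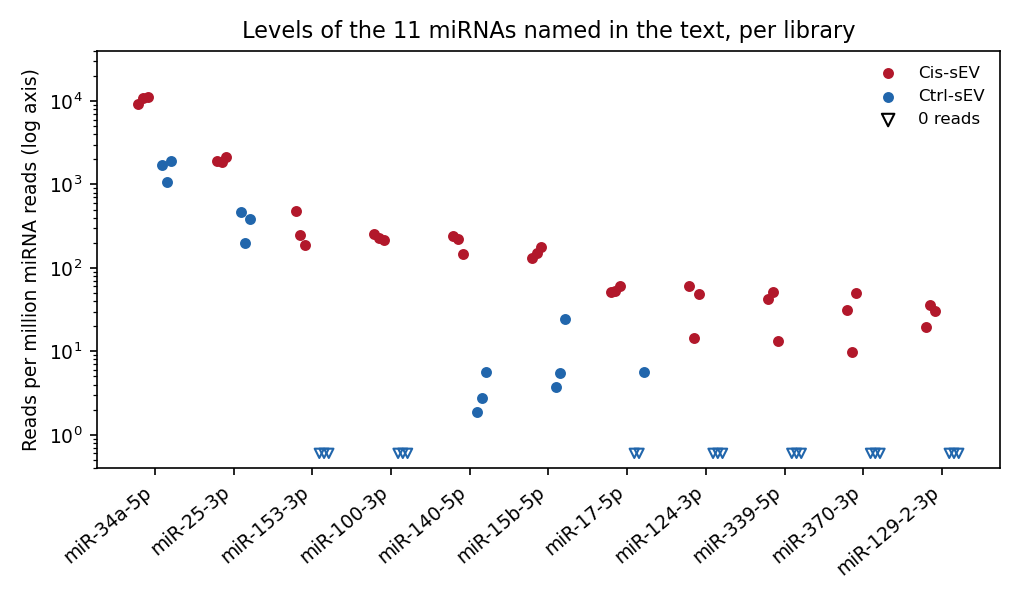
Level in CPM, on a log axis, of the 11 miRNAs in each of the 3 Cis-sEV and 3 Ctrl-sEV libraries, with open triangles for 0 reads. mmu-miR-34a-5p and mmu-miR-25-3p have the highest levels in both groups, and 6 of the miRNAs have 0 reads in each Ctrl-sEV library.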

Next, we validated the expression of the eight selected miRNAs using RT‐qPCR. The results revealed that mmu‐miR‐34a‐5p, mmu‐miR‐140‐5p, mmu‐miR‐15b‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐339‐5p exhibited stable upregulation in Cis‐sEVs (Figure 3F), which was consistent with the sequencing data. These results reinforced the potential roles of the five miRNAs as signaling molecules or targets. From the 83 differentially expressed miRNAs, a total of 2537 target genes were predicted, enabling the investigation of their potential downstream effects. These predicted targets encompassed not only mRNAs but also numerous noncoding RNAs, including circRNAs and lncRNAs (Figure 3G), suggesting that these miRNAs likely played a wide range of regulatory functions within the cells. Subsequently, the targets of differentially expressed miRNAs merit further investigation.

**Figure 3:**
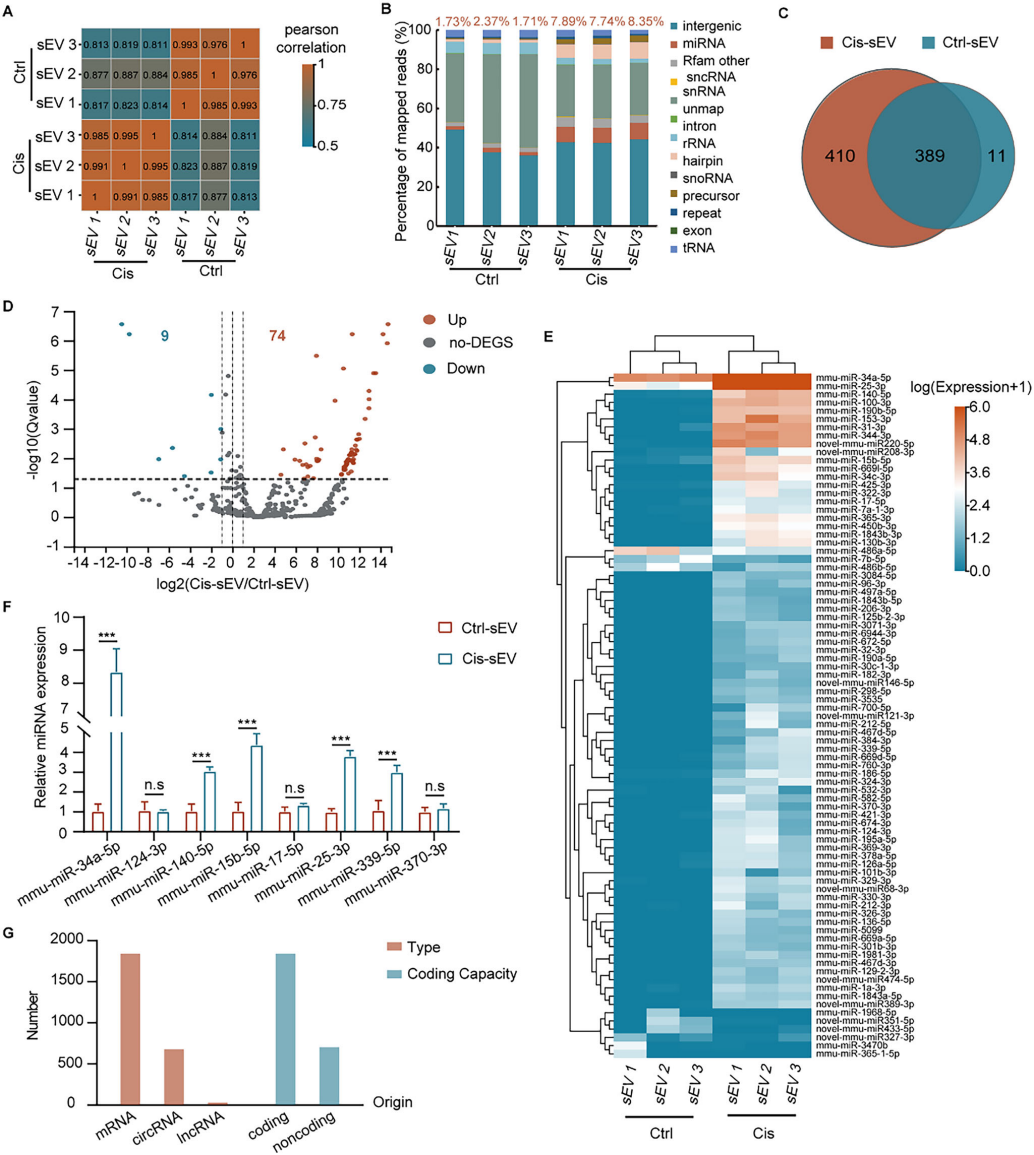
Small RNA‐seq profile and analysis in the Cis‐sEV and Ctrl‐sEV groups. Each group contained three biological replicates. A) Correlation analysis for miRNA‐seq in the Cis‐sEV and Ctrl‐sEV groups. B) The different percentages of small RNA‐mapped reads in the Cis‐sEV and Ctrl‐sEV groups. C) A Venn diagram of the identified miRNAs between the Cis‐sEV and Ctrl‐sEV groups. D,E) Volcano plot analysis and heatmap clustering analysis of the 83 differentially expressed miRNAs, with 74 upregulated miRNAs and 9 downregulated miRNAs in the Cis‐sEV group. The color bar in (E) represents the relative expression levels. F)The expression of eight miRNAs listed in Table 1 was verified through RT‐qPCR; n = 3. All data are shown as the mean ± SD, with *p* < 0.001 marked as “***,” and “n.s” representing no significance. G) The target prediction analysis of the differentially abundant miRNAs, including target types and their coding capacity.

**Table 1:** The functions and relevant references of eight enriched miRNAs in the Cis‐sEV group.

MiRNAs ID	Sequence (5′‐3′)	Functions and reference
mmu‐miR‐124‐3p	UAAGGCACGC GGUGAAUGCC	Positive regulation of apoptosis;^[^ ^14^ ^]^ positive regulation of inflammatory responses and oxidative stress;^[^ ^14a^ ^]^ positive regulation of carboplatin‐induced mitochondrial apoptosis;^[^ ^24^ ^]^ regulation of autophagy;^[^ ^25^ ^]^ negative regulation of cell population proliferation;^[^ ^26^ ^]^ miRNA‐mediated gene silencing.^[^ ^27^ ^]^
mmu‐miR‐140‐5p	CAGUGGUUUUA CCCUAUGGUAG	Regulation of oxidative stress and apoptosis;^[^ ^16^, ^28^ ^]^ regulation of inflammation;^[^ ^29^ ^]^ negative regulation of cell proliferation.^[^ ^30^ ^]^
mmu‐miR‐15b‐5p	UAGCAGCACAU CAUGGUUUACA	Regulation of apoptosis;^[^ ^17^, ^31^ ^]^ negative regulation of TGF‐beta receptor signaling pathway;^[^ ^32^ ^]^ negative regulation of mitotic cell cycle;^[^ ^33^ ^]^ positive regulation of mitochondrial fission.^[^ ^34^ ^]^
mmu‐miR‐17‐5p	CAAAGUGCUUAC AGUGCAGGUAG	Positive regulation of cytokine production associated with inflammatory responses;^[^ ^35^ ^]^ regulation of cell apoptotic processes;^[^ ^19^, ^36^ ^]^ negative regulation of cell proliferation;^[^ ^37^ ^]^ miRNA‐mediated gene silencing.^[^ ^38^ ^]^
mmu‐miR‐25‐3p	CAUUGCACUUG UCUCGGUCUGA	Regulation of cell apoptotic processes;^[^ ^20^, ^39^ ^]^ regulation of autophagy;^[^ ^40^ ^]^ miRNA‐mediated gene silencing.^[^ ^41^ ^]^
mmu‐miR‐339‐5p	UCCCUGUCCUCC AGGAGCUCACG	Regulation of cell apoptotic processes;^[^ ^42^ ^]^ regulation of inflammation;^[^ ^43^ ^]^ regulation of mitochondrial oxidative stress.^[^ ^44^
mmu‐miR‐34a‐5p	UGGCAGUGUCU UAGCUGGUUGU	Positive regulation of apoptotic processes and ROS accumulation;^[^ ^45^ ^]^ negative regulation of cell proliferation and intracellular signal transduction;^[^ ^46^ ^]^ miRNA‐mediated gene silencing;^[^ ^47^ ^]^ positive regulation of TGF‐beta production.^[^ ^48^ ^]^
mmu‐miR‐370‐3p	GCCUGCUGGGG UGGAACCUGGU	Regulation of apoptotic processes;^[^ ^23^ ^]^ positive regulation of NF‐κB signaling pathway;^[^ ^37^ ^]^ regulation of inflammatory responses.^[^ ^49^ ^]^

### 2.4 Differentially expressed miRNAs in Cis‐sEV Mediate Intercellular Communication and Damage in Cisplatin‐Induced Ototoxicity

First, a KEGG pathway enrichment analysis was conducted for the 2537 targets of differentially expressed miRNAs in Cis‐sEV. This analysis revealed that 12 of the top 30 functional annotation pathways with the minimum Q values were related to critical biological processes such as cell survival, apoptosis, and inflammation. Notable pathways included ErbB, Rap1, neurotrophin, PI3K‐Akt, phosphatidylinositol, Ras, phospholipase D, focal adhesion, TGF‐beta, Hippo, MAPK, and Jak‐STAT signaling pathways (**Figure** **4**A). In addition, several pathways were related to vesicle secretion, including endocytosis, the phosphatidylinositol signaling system, and the phospholipase D signaling pathway (Figure 4A). Moreover, a KEGG pathway analysis across six categories was performed for the 2537 miRNA targets, with a particular focus on pathways related to cellular processes and environmental information processing. These pathways included signal transductions, signaling molecules and interactions, cellular community‐eukaryotes, transport and catabolism, and cell growth and death (Figure 4B), indicating that differentially expressed miRNAs in the Cis‐sEV group may participate in regulating characteristic cellular communication processes. Moreover, the enriched KEGG pathways related to the endocrine system, immune system, development, regeneration, and sensory system indicated that the miRNAs in the Cis‐sEV group probably play important roles in cross‐tissue regulatory following cisplatin‐induced ototoxicity (Figure 4B). GO analysis of biological processes and molecular functions showed that these miRNA targets were related to the process of multicellular organism development, nervous system development, axon guidance, regulation of small GTPase mediated signal transduction, positive regulation of canonical Wnt signaling pathway, and as well as participated in protein binding, protein kinase binding, DNA binding, and GTPase activator activity (Figure 4C,D), indicating these miRNAs may mediate important cellular function regulation in recipient cells. In addition, GO analysis of the cellular components showed that the predicted targets were largely enriched in the cytoplasm and nucleus (Figure 4E). The KDA was conducted to understand the genes that play major regulatory roles within the gene network of miRNA targets, thereby identifying 10 key driver genes (Figure 4F). Furthermore, these genes were verified in cochlear explants through RT‐qPCR (Figure 4G). The results indicated that seven genes (*Bcas3*, *Crb2*, *Klhl9*, *Mpp5*, *Ret*, *Usp11*, and *Wwtr1*) exhibited significant expression changes following cisplatin treatment. Notably, this study is the first to demonstrate the involvement of these genes in cisplatin ototoxicity, suggesting they may play a critical role in exacerbating cisplatin‐induced damage.

**Figure 4:**
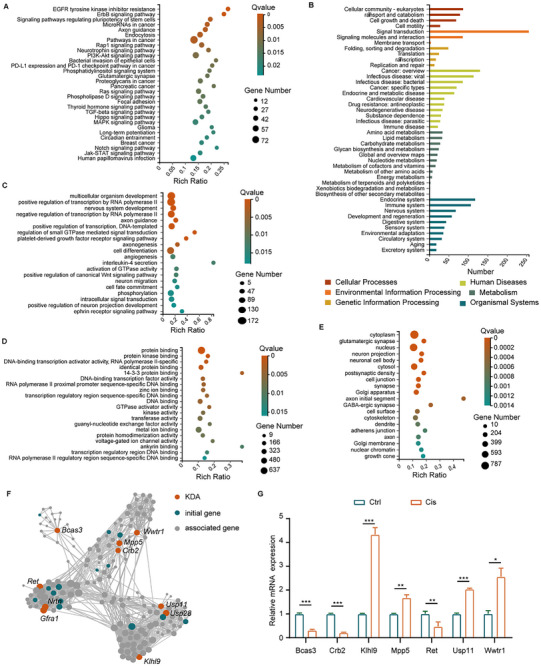
The downstream analysis of the targets regulated by 83 differentially expressed miRNAs in the Cis‐sEV group. A,B) KEGG enrichment and classification analysis of the targets indicated that many of these pathways were associated with apoptosis, inflammation, cell survival, and vesicle secretion. C–E) GO analysis was performed to categorize the biological processes (C), molecular functions (D), and cellular components (E). The color bar indicates the relative Q value. F,G) KDA network analysis with 10 genes in the key regulatory position labeled in the chart (F) and the verification of the 10 genes by RT‐PCR using samples of the cochlear explants (G). Data are presented as the mean ± SD; n = 3, with “*” for *p* < 0.05, “**” for *p* < 0.01, “***” for *p* < 0.001.

Overall, our findings imply that the differentially abundant miRNAs in the Cis‐sEV group likely play a vitally important role in intercellular communication related to ototoxic stimulation, and may mediate damage to the inner ear microenvironment by transferring signals involved in apoptosis, inflammation, and others.

### 2.5 Label‐Free Proteomic Profiling and Identification of Ctrl‐sEV and Cis‐sEV

To identify the differentially expressed proteins in Cis‐sEV, a label‐free LC‐MS/MS analysis was conducted to investigate the proteome of both the Cis‐sEV and Ctrl‐sEV groups. The PCA analysis revealed a significant discrepancy between the two groups (**Figure** **5**A). There was a total of 694 proteins detected across the Cis‐sEV and Ctrl‐sEV groups, with 563 proteins overlapping between the two groups, as shown in the Venn diagram in Figure 5B. Also, the total proteins of the sEV showed overlaps 70 and 68 proteins with the top 100 sEV proteins in the two EV databases of ExoCarta (exocarta.org/Archive/ExoCarta_top100_protein_details_5.txt) and Vesiclepedia (Vesiclepedia: Extracellular vesicle Markers (microvesicles.org)), respectively (Figure 5C), indicating a high degree of purity of the sEV in our study. Among the 563 common proteins, 150 proteins were significantly decreased, and 90 proteins were increased dramatically in Cis‐sEV compared to Ctrl‐sEV, as shown in the volcano plot and heat map clustering analysis (Figure 5D, and Figure S3A,B, Supporting Information). The enriched GO cellular components for these 90 upregulated proteins in Cis‐sEV indicated the intracellular origins of EVs, including the cytosol, microtubule, cell body, ribosome, nucleus, endoplasmic reticulum, chaperonin‐containing T‐complex, and several proteasome complexes, which may be associated with the disrupted proteostasis induced by cisplatin (Figure 5E). It is well known that maintaining cellular homeostasis is crucial in response to injurious stimuli. We further selected eight proteins related to apoptosis, autophagy, proteostasis, and inflammasome pathways for further analysis, as shown in Figure 5F. The functions and relevant references of these eight differentially abundant proteins were listed in **Table** **2**.

**Figure 5:**
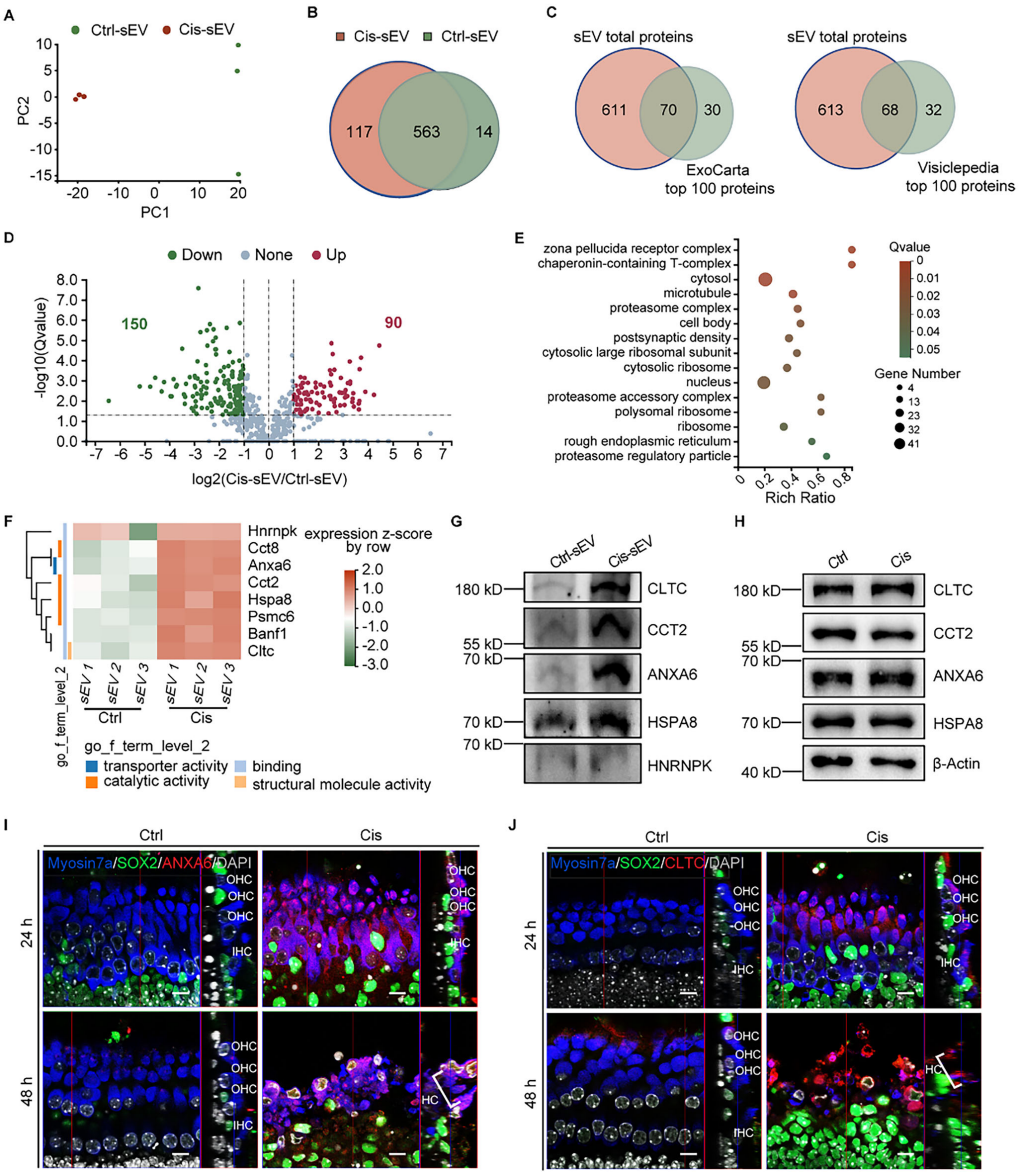
Proteome analysis and validation of the Cis‐sEV and Ctrl‐sEV groups. A) PCA analysis of proteins in the Cis‐sEV and Ctrl‐sEV groups. B) A Venn diagram indicating the unique and common proteins between Cis‐sEV and Ctrl‐sEV. C) A Venn diagram depicting the overlapping proteins among the total 694 proteins found in the sEVs and the top 100 sEV proteins from the ExoCarta and Vesiclepedia databases, respectively. D) Volcano plot analysis shows the 240 differentially expressed proteins, including 90 upregulated proteins and 150 downregulated proteins in the Cis‐sEV group. E) GO analysis of the cellular components for the 90 differentially enriched expression proteins. The color bar represents the relative Q value, and a Q value <0.05 indicates significant differences. F) Heat map analysis for the eight proteins associated with the apoptosis, autophagy, proteostasis, and inflammasome pathways. The color bar represents the relative expression level. G) Expression verification of CLTC, CCT2, ANXA6, HSPA8, and HNRNPK in the Ctrl‐sEV and Cis‐sEV derived from cochlear explant, normalized according to BCA protein quantification results. The experiment was repeated two times independently. H) The protein levels of CLTC, CCT2, ANXA6, and HSPA8 were compared in cisplatin‐treated cochlear explants and control explants after 48 h. β‐Actin served as the reference protein, and the experiment was conducted three times, independently. I,J) Fluorescence confocal microscopy images illustrate the expression patterns of ANXA6 and CLTC (red) in both control and 50 µM cisplatin‐treated cochlear explants at 24 h and 48 h. The right panels display partial longitudinal sections of the explants. Myosin7a (blue) marks cochlear HCs, SOX2 (green) marks cochlear supporting cells, and DAPI is the nuclear marker. Scale bars, 10 µm. OHC, outer hair cell; IHC, inner hair cell.

**Table 2:** The functions and relevant references of eight differentially abundant proteins in the Cis‐sEV group.

Protein ID	Symbol	Functions and references
tr|B2M1R6|B2M1R6_MOUSE	HNRNPK	Involved in the DNA damage response;^[^ ^50^ ^]^ LC3‐conjugation loaded into EVs;^[^ ^51^ ^]^ potential modulator of exosomal RNA sorting;^[^ ^52^ ^]^ DNA/RNA‐binding protein and regulation of gene transcription;^[^ ^53^ ^]^ regulation of cancer progression.^[^ ^54^ ^]^
tr|H3BL49|H3BL49_MOUSE	CCT8	Regulation of cell cycle, proliferation, invasion, and metastasis;^[^ ^55^ ^]^ control of proteostasis as a chaperonin;^[^ ^56^ ^]^ cell‐specific transcriptional response to heat shock in the mouse utricle epithelium.^[^ ^57^ ^]^
tr|Q99JX6|Q99JX6_MOUSE	ANAX6	Regulation of autophagy;^[^ ^58^ ^]^ regulation through ANXA6‐containing extracellular vesicles, such as mediating drug resistance;^[^ ^58^, ^59^ ^]^ metabolic regulation.^[^ ^60^ ^]^
sp|P80314|TCPB_MOUSE	CCT2	An aggrephagy receptor for clearance of solid protein aggregates;^[^ ^9^, ^61^ ^]^ enrichment in extracellular vesicles and mediation of signaling communication;^[^ ^62^ ^]^ regulation of cell cycle.^[^ ^63^ ^]^
tr|Q3UDS0|Q3UDS0_MOUSE	HSPA8	A crucial molecular regulator of chaperone‐mediated autophagy;^[^ ^64^ ^]^ a pan‐EV protein marker;^[^ ^65^ ^]^ regulation of inflammasome pathways.^[^ ^66^ ^]^
sp|P62334|PRS10_MOUSE	PSMC6	Regulation of apoptosis;^[^ ^67^ ^]^ participation in ubiquinone metabolism.^[^ ^68^ ^]^
sp|O54962|BAF_MOUSE	BANF1	Modulates DNA double‐strand break repair pathways;^[^ ^69^ ^]^ controls the DNA damage response to oxidative stress or autoinflammation;^[^ ^70^ ^]^ repair of nuclear ruptures.^[^ ^71^ ^]^
sp|Q68FD5|CLH1_MOUSE	CLTC	Regulation of the uptake of exosomes by cells;^[^ ^72^ ^]^ mediating interactions between autophagic vesicles and the Coxiella‐containing vacuole;^[^ ^73^ ^]^ regulation of apoptosis;^[^ ^74^ ^]^ the initiation of the endosomal ESCRT degradation pathway;^[^ ^75^ ^]^ enhancing endosomal trafficking and blocking autophagic degradation.^[^ ^76^ ^]^

Five proteins of interest, which were involved in endocytosis, protein homeostasis, and autophagy, were selected for validation by immunoblotting. Notably, CLTC, CCT2, ANXA6, and HSPA8 exhibited increased abundance in Cis‐sEV, while heterogeneous nuclear ribonucleoprotein K (HNRNPK) showed no significant difference between Cis‐sEV and Ctrl‐sEV (Figure 5G). Moreover, CLTC, CCT2, ANXA6, and HSPA8 were also ranked within the top 100 sEV proteins according to both ExoCarta and Vesiclepedia databases. Interestingly, these four proteins did not significantly differ in cochlear explant lysates (Figure 5H). This suggested these proteins were potentially integral to specific intercellular communication related to cisplatin‐induced ototoxicity through sEV. To further investigate the spatially orchestrated pathology, we conducted fluorescence expression analysis of ANXA6 and CLTC proteins that were specifically enriched in Cis‐sEV. The results showed that, compared to the control group, both ANXA6 and CLTC proteins were enriched and exclusively co‐localized in HCs after cisplatin‐induced damage, regardless of whether the drug was treated for 24 or 48 h (Figure 5I,J). Furthermore, no significant expression of ANXA6 and CLTC was observed in the SOX2‐labeled supporting cells or any other cells beneath the HCs in the cochlear basilar membrane explants, as shown in the longitudinal sections of confocal images (Figure 5I,J). This finding suggests that the cisplatin‐damaged HC population is the primary parent cell for Cis‐sEV in cochlear explants.

### 2.6 CLTC Expression in sEV as a Potential Biomarker for Cisplatin‐Induced Ototoxicity

We also developed an in vitro model using HEI‐OC1 cells to further ascertain that these four specific proteins were responsive to cisplatin‐induced ototoxicity and were released in sEV. 15 µM cisplatin was used to establish the in vitro model, with cell viability remaining at ≈50% following 24 h of treatment (**Figure** **6**A). The expression pattern of injury markers detected through immunoblotting, including upregulation of phosphorylated SAPK/JNK, cleaved‐Caspase9, cleaved‐Caspase3, LC3B, and TOMM20, as well as Bcl‐2 downregulation in cisplatin treatment at 48 h, confirmed the successful construction of the in vitro damage model (Figure 6B). We then isolated the sEV from the cell culture medium and characterized them by TEM, western blotting, and NTA (Figure 6C–G), which indicated the sEV was successfully obtained. Importantly, the three proteins of interest – CLTC, CCT2, and HSPA8 – were also abundantly expressed in Cis‐sEV in the cisplatin‐induced HEI‐OC1 model, while ANXA6 was not (Figure 6H). Also, none of the four proteins exhibited differentially expressed in the cisplatin‐treated cells compared to untreated cells (Figure S4, Supporting Information).

**Figure 6:**
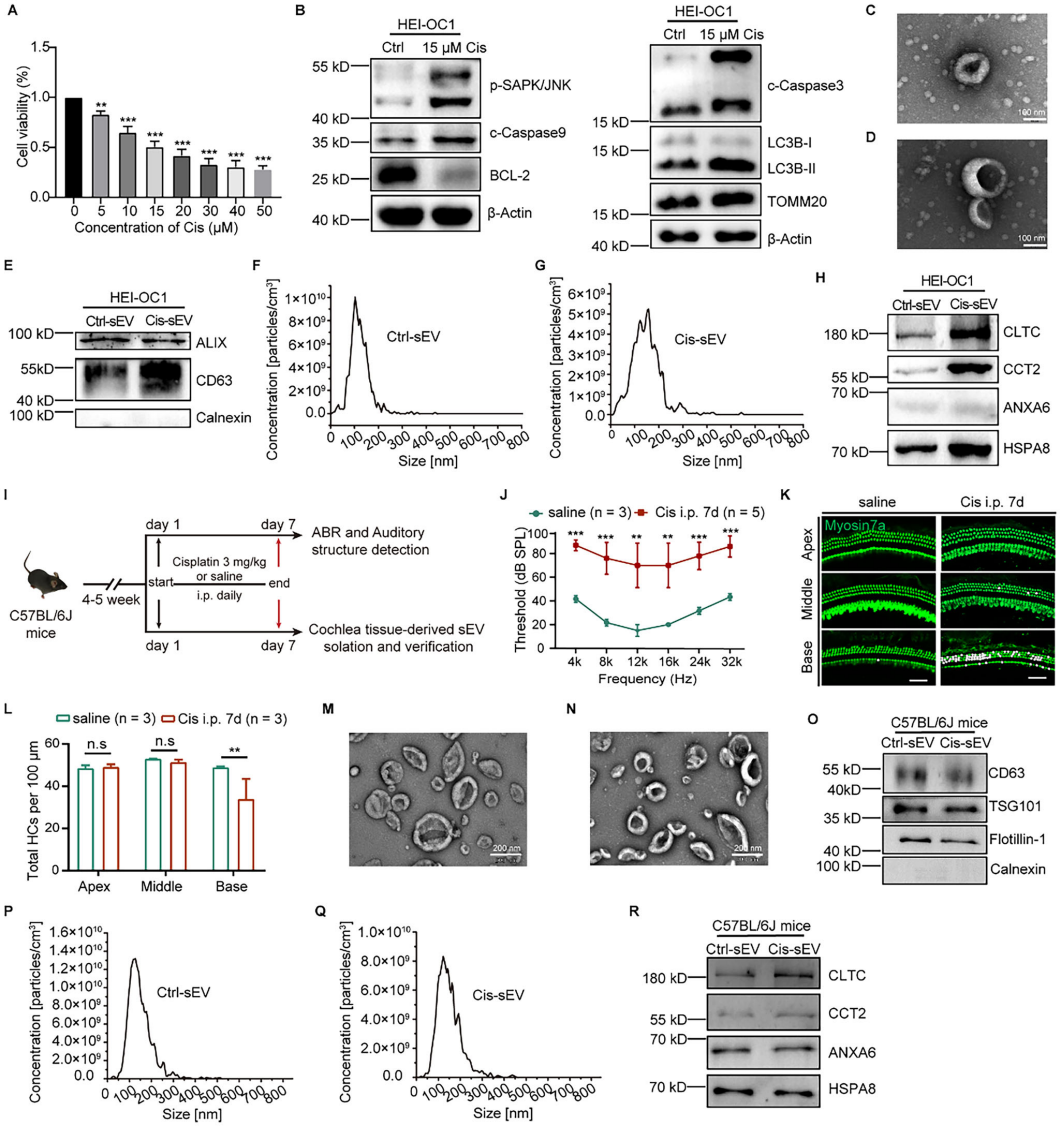
Verification of protein expressions in Cis‐sEV using both in vitro and in vivo ototoxicity models. A) Viability of HEI‐OC1 cells treated with various concentrations of cisplatin for 24 h. n = 3. All results showed as the mean ± SD, with “**” for *p* < 0.01, and “***” for *p* < 0.001. B) Western blot analysis in the HEI‐OC1 model confirmed the expression of damage‐associated molecules after 15 µM cisplatin treatment for 48 h. β‐Actin serves as the reference protein. C,D) TEM analysis of the morphology of Cis‐sEV and Ctrl‐sEV in the HEI‐OC1 damage model. Scale bar = 100 nm. E) Both positive and negative markers (Alix, CD63, Calnexin) were analyzed by western blotting for Ctrl‐sEV and Cis‐sEV in the cisplatin‐induced HEI‐OC1 model, normalized according to BCA protein quantification results. F,G) NTA analysis of Ctrl‐sEV and Cis‐sEV in the HEI‐OC1 damage model. H) Validation of CLTC, CCT2, ANXA6, and HSPA8 expression in sEV within the HEI‐OC1 damage model, normalized according to BCA protein quantification results. The experiment was performed independently and repeated three times. I) A flowchart depicts the mouse model for cisplatin‐induced ototoxicity. For a week, the 4–5‐week‐old C57BL/6J mice received daily i.p. injections of either cisplatin (3 mg kg^−1^ day^−1^) or an equivalent amount of saline. J) The analysis of the ABR threshold was performed on mice exposed to either cisplatin or saline for 7 days. Saline group: n = 3; Cis group: n = 5. The “n'” indicates the number of mice included in the statistics analysis. Results are presented as mean ± SD, with *p* < 0.01 indicated as “**” and *p* < 0.001 indicated as “***.” K) Representative images of HCs in the mouse cochlea treated with saline or cisplatin, including the apical, middle, and basal turns. Myosin7a (green) labels the cochlear HCs, while white “*” indicates the absent HCs, scale bar = 50 µm. L) Statistical assessment of the counts of HCs per 100 µm of the basilar membrane in every turn of mouse cochlea following treatment with saline and cisplatin. The “n” represents the number of mice. Results are shown as mean ± SD, with *p* < 0.01 marked as “**,” and “n.s” indicating the no signification. M,N) TEM characterization of Ctrl‐sEV and Cis‐sEV derived from mouse cochlear tissues, scale bar = 200 nm. O) Verification of protein markers in Ctrl‐sEV and Cis‐sEV derived from mouse cochlear tissues; normalized according to BCA protein quantification results. P,Q) NTA analysis of Ctrl‐sEV and Cis‐sEV derived from mouse cochlear tissues. R) Expression verification of CLTC, CCT2, ANXA6, and HSPA8 in Ctrl‐sEV and Cis‐sEV derived from mouse cochlear tissues, normalized according to BCA protein quantification results. The experiment was independently repeated three times.

Furthermore, to further validate the findings, we constructed an in vivo cisplatin‐induced ototoxicity mouse model by administering cisplatin at a dosage of 3 mg kg^−1^ day^−1^ for seven consecutive days (Figure 6I). The auditory brainstem response (ABR) test results demonstrated a significant increase in hearing threshold across all frequencies, indicating near‐total deafness in the mice (Figure 6J). Histological examination of the cochlear structure revealed a noticeable loss of HCs starting from the basal turn (Figure 6K,L). These results identified the successful establishment of an acute cisplatin‐induced ototoxicity model. The observed spatial dissociation between focal HCs loss (basal turn‐specific) and global ABR threshold shifts (40‐55 dB across frequencies) is probably due to multilayered damage patterns of synaptic/neural dysfunction over HCs death in early‐stage ototoxicity.^[^ ^77^ ^]^ Subsequently, we extracted sEV derived from mouse cochlear tissue using enzyme digestion with collagenase D and DNase І, as reported earlier by our laboratory.^[^ ^9c^ ^]^ TEM analysis confirmed that both Ctrl‐sEV and Cis‐sEV exhibited typical cup‐shaped morphology (Figure 6M,N). Furthermore, both types of sEVs expressed specific marker proteins CD63, TSG101, and Flotillin‐1 but lacked the endoplasmic reticulum marker protein Calnexin (Figure 6O). Additionally, both Ctrl‐sEV and Cis‐sEV were characterized by NTA, which showed that their particle sizes were predominantly in the range of 200 nm (Figure 6P,Q). We then examined the protein expression levels of CLTC, CCT2, ANXA6, and HSPA8 in Ctrl‐sEV and Cis‐sEV derived from mouse cochlear tissue. Notably, CLTC protein was significantly upregulated in Cis‐sEV, consistent with our previous findings in the in vitro cochlear explant and HEI‐OC1 injury models (Figure 6R). These results indicated that CLTC protein expression is stably increased in Cis‐sEV across various cisplatin injury models, indicating its potential as a biomarker or therapeutic target for mitigating the ototoxic effects of cisplatin.

## 3 Discussion

To address the structural inaccessibility of the adult murine osseous labyrinth,^[^ ^9b^ ^]^ we established a neonatal cochlear explant‐based ototoxic stress model optimized for sEV isolation. For comprehensive molecular characterization, we implemented complementary high‐resolution profiling workflows: sEV miRNA analysis via small RNA sequencing, coupled with deep proteome interrogation using label‐free quantitative LC‐MS/MS. This dual‐omics approach ensures sensitive detection of both regulatory miRNAs and functional proteins within cochlea‐derived sEVs.

The miRNA profile of Cis‐sEV exhibits marked fluctuations, with 83 differentially expressed miRNAs identified compared to Ctrl‐sEV (Figure 3D,E). 

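The miR-183 cluster, 3 miRNA genes on chromosome 6 of GRCm38 between 30165918 and 30169737, gives 6 mature miRNAs, and all were tested in the sEV libraries. mmu-miR-182-3p had 55, 30 and 19 reads in Cis-sEV and 0 in Ctrl-sEV, at least 9.31-fold higher with 3 reads over the group as the floor (adjusted p = 0.00569 from edgeR), and at least 5.79-fold without Cis-sEV replicate 1. Without Cis-sEV replicate 1 or 2 it had too few reads for the test. mmu-miR-96-3p had 25, 46 and 49 reads and 0 in Ctrl-sEV, at least 10.7-fold higher (adjusted p = 0.00549). Both bounds are 1.695 times lower without Ctrl-sEV replicate 2, and both cover counting error only. At an estimated 60.9 reads per captured molecule, 0 reads in Ctrl-sEV had a chance of 0.56 and 0.52 at equal composition. Few captured molecules could therefore give these 0 reads without any change. That estimate takes all spread between replicates as sampling, so these chances may be too high. Neither was called by limma-voom. The more abundant arms differed from each other. mmu-miR-96-5p had 12576 ± 7933 CPM scaled by TMM (SD, n = 3) in Cis-sEV and 2979 ± 820.3 CPM (SD, n = 3) in Ctrl-sEV, a log2 fold change of 2.08 (standard error 0.47, adjusted p = 0.0142). That change was 1.34 without Cis-sEV replicate 1, and the miRNA was not called without Ctrl-sEV replicate 1 (2.00) or replicate 2 (1.96), nor by DESeq2, limma-voom or limma-voom with group weights. mmu-miR-182-5p had a log2 fold change of 0.18 (standard error 0.34, adjusted p = 0.782), which was -0.40 without Cis-sEV replicate 1 and -0.05 with upper-quartile factors. mmu-miR-183-5p, the most abundant arm, had a log2 fold change of -0.49 (standard error 0.15, adjusted p = 0.0419), which became 1.92 with the total RNA reads that Fig. 3B implies. mmu-miR-183-3p, with 57, 26 and 23 reads against 0, 81 and 0, had a log2 fold change of -1.09 (adjusted p = 0.770 from edgeR), a sign that rests on Ctrl-sEV replicate 2. Without that library it had 0 reads in Ctrl-sEV and was called higher, and it was also positive with the reads from Fig. 3B (0.81) and limma-voom (2.72). Taken as a list, the 6 miRNAs had a median log2 fold change of 1.13 and were higher in Cis-sEV by the two-sided rotation test fry (adjusted p = 0.0310 over 7 lists). The list did not pass without Cis-sEV replicate 1 (median -0.40) or replicate 2 (0.26), or without Ctrl-sEV replicate 1 (1.16) or replicate 2, where 3 members have 0 reads in Ctrl-sEV and the median is 2.21 with these at their bound.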

Notably, several auditory function‐associated miRNAs were dysregulated, including miR‐182‐3p and miR‐96‐3p from the miR‐183 family which are essential regulators for inner ear HCs development and survival.^[^ ^78^ ^]^ Cis‐sEV particularly demonstrated significant upregulation of miRNA‐34a‐5p, which is implicated in cochlear pathology that mediates HC apoptosis and ROS accumulation through miR‐34a/SIRT1 axis activation in the aged cochlea.^[^ ^79^ ^]^ Of particular significance, the other four enriched miRNAs (miR‐140‐5p, miR‐15b‐5p, miR‐25‐3p, and miR‐339‐5p), experimentally validated in Cis‐sEV, show direct associations with three key ototoxic mechanisms: ROS amplification, inflammatory cascades, and programmed cell death (Table 1). These molecular signatures imply that Cis‐sEV miRNAs may orchestrate hearing loss progression through multimodal pathway regulation, potentially modulating HC stress adaptation, survival signaling, and disruption of cochlear homeostasis.

Our multi‐omics integration reveals coordinated miRNAs targeting core pathological pathways in cisplatin ototoxicity — particularly cellular survival networks, apoptotic cascades, and inflammatory signaling. Cross‐tissue regulatory potential is evidenced by KEGG enrichment across endocrine, immune, and sensory systems, suggesting Cis‐sEV miRNAs may orchestrate cochlear damage through both local microenvironment disruption (e.g., HCs loss) and systemic pathway crosstalk. Notably, functional network analysis identified seven previously unreported mediators of cisplatin ototoxicity (Figure 4G), whose cisplatin‐induced dysregulation may implicate autophagy modulation,^[^ ^80^ ^]^ cell apoptosis,^[^ ^81^ ^]^ DNA damage,^[^ ^82^ ^]^ protein homeostasis, cell survival, and neuron activity.^[^ ^83^ ^]^ BCAS3 downregulation may destabilize p53 by impairing CRL4A‐mediated ubiquitination,^[^ ^81^ ^]^ which could sensitize cells to apoptotic stress. Additionally, the overexpression of USP11 may enhance autophagic flux, potentially increasing vulnerability to ferroptosis.^[^ ^80b^ ^]^ Furthermore, Wwtr1 dysregulation may point to Hippo pathway involvement in cochlear homeostatic collapse.^[^ ^84^ ^]^ These first‐reported cisplatin ototoxicity‐associated mediators, functionally linked through protein homeostasis and stress‐response signaling, represent novel therapeutic entry points for intercepting multi‐level ototoxic damage.

Proteomic profiling of cochlear‐derived sEVs reveals cisplatin‐induced proteome remodeling, characterized by depletion of cochlear structural markers (OC90/TECTA/TECTB; Figure S3B, Supporting Information) and selective enrichment of 90 proteins in Cis‐sEV. We validated four differentially expressed proteins (CLTC, HSPA8, ANXA6, and CCT2) that were specifically overexpressed in Cis‐sEV, consistent with LC‐MS/MS analysis. CLTC, a scaffold protein in clathrin‐coated vesicles, could potentially amplify proteostatic crisis through vesicle trafficking hijacking.^[^ ^72^, ^85^ ^]^ HSPA8 (also known as HSC70) operates as a dual‐function mediator. While maintaining cochlear proteostasis as a molecular chaperone under basal conditions, its sEV hyper‐loading may override recipient cells' autophagic capacity through chaperone‐mediated pathway saturation.^[^ ^65^, ^86^ ^]^ ANXA6, a Ca^2+^‐dependent annexin protein, recapitulates chemoresistance‐associated EV export in breast cancer and can promote breast tumor metastasis and induce autophagy.^[^ ^58a^ ^]^ CCT2 is essential for cellular protein homeostasis and could extensively mirror tumor‐derived EV signatures.^[^ ^9^, ^62^ ^]^ These effectors collectively establish Cis‐sEV as cochlear stress signalosomes that orchestrate intercellular damage cascades in cisplatin stress. Crucially, two validated Cis‐sEV‐specific overexpression effectors (CLTC, ANXA6) exhibited HC‐restricted vesicle loading — their sEV‐specific overexpression correlated with spatial co‐localization in cisplatin‐damaged HCs while remaining unaltered in supporting cells or whole‐tissue lysates (Figure 5H–J). This compartmentalized packaging not only suggests the HC population damaged by cisplatin is probably the primary donor of Cis‐sEVs, which is consistent with the fact that cochlear HCs are the main sites of damage for cisplatin in the organ of Corti,^[^ ^87^ ^]^ but also suggests HCs employ polarized sEV biogenesis as cochlear stress signalosomes to disseminate ototoxic signals. These findings offer valuable insights into the biology of cochlea‐derived sEVs in reaction to cisplatin, which may enhance our knowledge of ototoxicity and help identify potential targets for therapeutic intervention.

The emerging paradigm of sEV‐based liquid biopsy has opened new frontiers in ototoxicity monitoring.^[^ ^88^ ^]^ Our cross‐model validation identified CLTC as a conserved Cis‐sEV signature protein, with sustained upregulation in cochlear explants, HEI‐OC1 cells, and rodent models. The discrepancy in the expression of the other three candidates between in vitro and in vivo models may be due to three factors: (1) cell type heterogeneity between immortalized HEI‐OC1 progenitors and native cochlear multicellular niches, (2) absence of systemic microenvironmental modulators (e.g., inflammatory signaling) in vitro that govern EV biogenesis in vivo, and (3) stress‐dependent EV packaging reflecting distinct cisplatin injury dynamics. The multilayered consistency positions CLTC as a translational pivot for non‐invasive ototoxicity assessment, particularly when integrated with breakthrough technologies like the immunomagnetic nano pom‐pom platform. The latter's success in capturing perilymph sEVs from SNHL patients samples less than 5 µL demonstrates clinical‐grade feasibility — a critical advancement considering the cochlea's microliter‐scale fluid compartments.^[^ ^89^ ^]^ Compared to conventional audiometry, sEV biomarker quantification provides clear advantages, including objective readouts that eliminate patient response variability and molecular granularity that detects subclinical injury before threshold shifts. However, extensive clinical studies and validations are required to substantiate this possibility. Nonetheless, the clinical implementation faces two primary challenges: (1) temporal specificity — distinguishing cisplatin‐specific signatures from age‐related and noise‐induced hearing loss backgrounds; and (2) technical standardization — establishing consensus protocols for sEV isolation from ultra‐low volume perilymph (≤10 µL) and CLTC detection thresholds that are correlated with functional hearing loss.

Overall, our ongoing efforts focus on establishing a diagnostic‐therapeutic nexus, including validating clinical predictive value of CLTC through longitudinal trials and exploring strategies targeting proteins and miRNAs for early ototoxicity interception. Significant effort is required to translate these findings into clinical applications that improve the quality of life for cancer patients.

## 4 Experimental Section

### Animals

P3 ICR mice (Strain No. N000293) were purchased from GemPharmatech Company (Nanjing, China). C57BL/6J mice aged 4–5 weeks were obtained from Jiangsu Qinglongshan Biotechnology Co.L TD (Danyang, China). The study included both male and female mice. All animal‐related procedures were permitted by the Animal Care and Welfare Committee of Southeast University with the approval number of No. 20 210 503 031 and were followed by the National Institute of Health's Guide for the Care and Use of Laboratory Animals. Every effort was made to minimize the suffering of animals involved in the experiments and to use as few animals as possible.

### Explant Culture, and the Ex Vivo Cisplatin‐Induced Ototoxicity Model

The dissociation and culture of P3 cochlear explants were performed in a sterile environment with sterile reagents. In brief, P3 ICR mice were sacrificed via cervical dislocation, and their cochlear sensory epithelium was dissected in cold HBSS at pH 7.4. The cochlear bony labyrinth was carefully exposed under a microscope to remove the spiral ganglion and other epithelial tissues. The unbroken cochlear basement membrane tissue was then transferred onto a coverslip using Cell‐Tak (Corning, 354 240), placed into a four‐well culture dish (Corning, 627 170), and cultured with 2 mL DMEM/F12 medium (Gibco, 11330‐032) added with 10% (v/v) fetal bovine serum (FBS; PAN biotech, ST30‐3302) and 0.05% (v/v) ampicillin at 37 °C with 5% CO_2_. After being allowed to recover overnight, the explants were washed twice using phosphate‐buffered saline (PBS). 50 µM cisplatin (Sigma, P4394) or an equal volume of PBS was treated for 48 h to induce ototoxicity *ex vivo*, as previously reported. The culture medium was collected and replaced every 24 h.

### Cell Culture, and In Vitro Cisplatin‐Induced Ototoxicity Model

For the in vitro model of cisplatin‐induced ototoxicity, HEI‐OC1 cells were employed. These cells were cultured in high‐glucose DMEM (Vivacell, C3103‐0500), which contained 10% (v/v) FBS and 0.05% (v/v) ampicillin to foster optimal growth conditions. When the HEI‐OC1 cells reached 70%–80% confluence after 12 h, they were treated with cisplatin or an equivalent volume of PBS for 48 h to induce ototoxicity in vitro. The medium was collected every 24 h to isolate sEV.

### Cell Counting Kit‐8 Assay

HEI‐OC1 cells were cultured in 96‐well plates and exposed to different concentrations of cisplatin (including 0, 5 10, 15, 20, 30, and 40 µM) for a duration of 24 h. The cell Counting Kit reagent (Beyotime, C0038) was used to assess the cell viability, which was diluted to 10% in DMEM medium, followed by a 30‐min incubation at 37 °C. Wells without cells served as the blanks. The optical density (OD) values at 450 nm were recorded by a microplate photometer (Thermo Fisher Scientific, Multiskan FC). Cell viability was calculated as follows: Cell viability (%) = [(ODsample‐ODblank) / (ODcontrol‐ODblank)] × 100%.

### Animal Model of Cisplatin‐Induced Ototoxicity

In vivo, cisplatin treatment involved intraperitoneal (i.p.) injections of 4–5‐week‐old C57BL/6J mice with cisplatin (3 mg kg^−1^ body weight), diluted in 0.9% physiologic saline at a concentration of 0.5 mg mL^−1^, once daily for subcutaneously 7 days. The control group received equivalent volumes of 0.9% physiologic saline via i.p. injection, calculated as 0.6 mL per 100 g of body weight. Both sexes of C57BL/6J mice were randomly divided into two groups. Audiological measurements and cochlear tissue collection were performed 24 h after the final cisplatin administration (Day 8), without recovery period intervention. This acute time point selection aligns with prior characterization studies of cisplatin‐induced ototoxicity.^[^ ^77^ ^]^

### Immunostaining, HC Counting, and Mito‐Sox Staining

For immunostaining, the cochlea samples were fixed at room temperature for 1 h using 4% (v/v) paraformaldehyde. Next, the samples were washed with 1% PBST buffer (1% [v/v] Triton X‐100 in PBS) for ≈15 min and then blocked at room temperature for 1 h to prevent non‐specific antibody binding. After that, anti‐Myosin7a (Proteus Biosciences, 25–6790, 1:1000; DSHB, 138‐1, 1:400), anti‐Sox2 (R&D systems, AF2018, 1:200), anti‐Cleaved Caspase‐3 (Cell Signaling Technology, #9661, 1:400), anti‐CLTC (Abcam, ab21679, 1:300), and anti‐ANXA6 (Proteintech, 12542‐1‐AP, 1:100) primary antibodies were used and incubated overnight at 4 °C. After three additional washes with 1% PBST, the samples were treated with the Alexa Fluor‐conjugated secondary antibody (Invitrogen, A32766, A32731, A31570, A‐11055, A‐31571, 1:400) for 1 h at room temperature. Following three additional washes, the samples were infiltrated in Dako fluorescence mounting medium (DAKO, S3023) and immobilized with nail polish. Last, a laser scanning confocal microscope (Zeiss, LSM700) was used to image the samples. As the representative images, every turn of the cochlea was randomly captured in two 20 × low‐magnification confocal images. Then, the number of total HCs was counted in each turn using ImageJ (NIH Bethesda, MD), and the data were averaged per 100 µm.

The Mito‐Sox red mitochondrial superoxide indicator kit (Thermo Fisher Scientific, M36008) was used to detect the accumulation of mitochondrial ROS, following the manufacturer's regulations. Briefly, 5 µM Mito‐Sox was incubated with the cultured explants at 37 °C for 10 min. After three washes using PBS, the explants were conducted immunostaining in the dark as described above.

### Western Blotting

In brief, tissue and cell samples were lysed using 1 × RIPA lysis buffer (Epizyme, PC‐101), while sEV samples were lysed in 10 × RIPA lysis buffer (Millipore, 20–188). Both of them were supplemented with 1 × complete protease inhibitor cocktail (Roche, 0 469 313 2001). Protein concentrations were measured using a BCA protein assay kit (Bryotime Biotechnology, P0010). sEV lysates containing 10 µg total protein (derived from cochlea explants and HEI‐OC1 cells) or 5 µg total protein (derived from adult mice cochlea) were loaded per lane. Meanwhile, 20 µg tissue and cell lysates were separated via 7.5%–15% SDS‐polyacrylamide gel electrophoresis (PAGE) (Thermo Fisher Scientific) and then transferred to polyvinylidene difluoride membrane (Millipore, IPVH00010) with a 0.45 µm pore size. After blocking with 5% (w/v) skim milk diluted in TBST buffer at room temperature for 1 to 3 h, the blots were directly incubated overnight with primary antibodies at 4 °C. TBST buffer was prepared using 1 × Tris‐base saline solution at pH 7.4 with 0.1% (v/v) Tween‐20. Following washes, HRP‐conjugated secondary antibodies (Abmart, M21001s and M21002s, 1:4000) were applied for 1 h at room temperature. Last, the blots were photographed using a SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, 34 580) and captured with a Tanon 2500R system (Tanon, China).

Antibodies against the ROS‐related protein TOMM20 (Proteintech, 11802‐1‐AP, 1:20 000), the inflammation‐related protein phosphorylated (p‐)SAPK/JNK (Cell Signaling Technology, #4668, 1:1000), and the pro‐apoptosis protein markers cleaved‐Caspase9 (Cell Signaling Technology, #9502, 1:1000) and cleaved‐Caspase3 (Cell Signaling Technology, #9661, 1:1000) were used for the analysis of the cochlear explants by western blotting, with β‐Actin (Abmart, P30002M, 1:10 000) serving as the internal reference. Moreover, Bcl‐2 (Santa Cruz Technology, sc‐7382, 1:200), and LC3 (Cell Signaling Technology, #4108, 1:1000) were used in HEI‐OC1 lysate. In addition, the EV‐positive markers CD63 (Abcam, ab217345, 1:1000), TSG101 (Abcam, ab125011, 1:1000), Flotillin‐1 (Cell Signaling Technology, #3253S, 1:1000), and Alix (Santa Cruz Technology, sc‐53540, 1:200) and the negative marker Calnexin (endoplasmic reticulum marker; Abcam, ab22595, 1:1000) were used for the analysis of the sEV samples. Antibodies against CLTC (Abcam, ab21679, 1:1000), CCT2 (Abcam, ab92746, 1:1000), ANXA6 (Proteintech, 12542‐1‐AP, 1:1000), HSPA8 (Santa Cruz Technology, sc‐7298, 1:200), and HNRNPK (Santa Cruz Technology, sc‐28380, 1:200) were also used in this study.

### RNA Extraction and Real‐Time Quantitative PCR

Total RNA from cultured cochlear explants was extracted using the conventional TRIzol reagent (Invitrogen, 15 596 026). To isolate total RNA from sEV, the MiRNeasy Micro kit (QIAGEN, 217 084) was employed, following the manufacturer's instructions. The RNA's concentration and quality were assessed on a nano‐500 micro‐spectrophotometer (Allsheng, China). A cDNA Synthesis Kit (Vazyme, R312) was employed to convert the extracted tissue RNA into complementary DNA (cDNA), while a miRNA first Strand cDNA Synthesis Kit (Vazyme, MR101) was used to synthesize miRNA cDNA by stem‐loop. Subsequently, RT‐qPCR was conducted with the universal SYBR qPCR Master Mix kit (Vazyme, Q712) and the miRNA Unimodal SYBR qPCR Master Mix Kit (Vazyme, MQ102) on an Applied Biosystems QuantStudio 3 (ABI, China) instrument. All RT‐qPCR primers for mRNA can be found in Table S2, Supporting Information. All primer sequences used for miRNA first Strand cDNA synthesis are shown in Table S3, Supporting Information, and those used for miRNA RT‐qPCR are shown in Table S4, Supporting Information. The housekeeping gene *β‐Actin* and the U6 gene were used to normalize the expression of mRNA and miRNA, respectively. Finally, the relative mRNA and miRNA expression were analyzed by comparative Ct value and calculated using the 2^‐△△Ct^ method.

### sEV Isolation and Purification from the Culture Medium

The sEV‐free FBS medium was used to culture the cochlear explants and HEI‐OC1 cells with PBS or cisplatin treatment for 48 h, and the conditional culture medium was collected and stored at 4 °C. sEVs were isolated from the supernatant within 1 week. In one experiment for characterizing sEV and verifying the expression of miRNAs and proteins, the culture medium from 120 cochlear explants was used for each group to isolate sEV. Additionally, 100 mL of culture supernatant from HEI‐OC1 cells was used in one experiment to isolate sEV. The process of sEV isolation and purification is shown in Figure 2A. A series of sequential centrifugation steps were employed to remove cells and cellular debris, including centrifugation at 600 × *g* for 10 min and 2000 × *g* for 20 min at 4 °C. To eliminate large vesicles, the supernatant was subsequently filtered through a 0.22 µm filter (Millipore, SLGPR33RB) and then centrifugated at 16 500 × *g* at 4 °C for 20 min. sEVs were concentrated with a 100 kD molecular weight cut‐off ultrafiltration device (Pall, Shanghai, China) and precipitated via ultracentrifugation at 110 000 × *g* for 2 h at 4 °C using a Himac CP‐90NX ultracentrifuge (Himac, Japan). After discarding the supernatant, the pellet was resuspended and ultracentrifuged at 110 000 × *g* for an additional 2 h to further eliminate any remaining contaminants. Last, the purified sEV pellet was re‐suspended in 200 µl D‐PBS and then stored at either 4 or −80 °C for further use.

sEV‐free FBS was used to eliminate the effect of serum‐derived sEV. This was obtained by ultra‐centrifuging the FBS at 170 000 × *g* overnight (more than 12 h) at 4 °C, and then collecting two‐thirds of the supernatant and filtrating through a 0.22 µm filter on a sterile and clean bench.

### sEV Isolation and Purification from Cochleae Tissue

The control and cisplatin‐treated mice cochlea tissue was dissected in the cold DPBS and then placed in 35 mm cell culture dishes (Greiner, 627 160) containing 1 mL cold DMEM (Vivacell, C3103‐0500). Each group contained 24 mice in one experiment, with their cochlear tissues divided into three dishes. Next, the bony shell of the cochlea is carefully crushed using tweezers to expose tissues, such as the basilar membrane, spiral ligament, modiolus, and stria vascularis. Subsequently, the exposed tissues were cut into small pieces using anatomical scissors. To each dish containing tissue, 3U Collagenase D and 40U DNase I were added uniformly, followed by a digestion period at 37 °C for 45 min. Digestion was immediately halted by placing the tissues on ice. The digested tissue was filtered using a 0.45 µm cell strainer to discard the bony shell and undigested tissue fragments. The filtrate, which contains sEV derived from the cochlear tissue, was then isolated and purified. The procedure was similar to that used for isolating sEV from a culture medium, involving centrifugation at 600 × *g* for 10 min and 2000 × *g* for 20 min, followed by filtering through a 0.22 µm filter (Millipore, SLGPR33RB) and then centrifugated at 16 500 × *g* for 20 min. Afterward, the supernatant was ultracentrifugation using a Himac CP‐90NX ultracentrifuge (Himac, Japan) at 4 °C, at 110 000 × *g* for two rounds, each lasting for 1.5 h. The purified sEVs were collected and stored at either 4 or −80 °C for further use.

### Nanoparticle Tracking Analysis and Transmission Electron Microscopy Analysis

For NTA, the sEV samples were appropriately diluted in PBS, and more than 6 detect positions per biological sample were analyzed. The Zeta View system (Particle Metrix, Meerbusch, Germany) was then utilized to evaluate the size distribution and particle concentration of the sEV, using the ZetaView version 8.05.14 SP7 software with 520 nm laser and sensitivity setting 80.0. Before the measurement, the instrument was calibrated in line with standard operating procedures. For TEM, the sEV sample was dropped onto a copper mesh and then negative stained with a uranyl acetate solution. After drying, the morphology of the sEV sample was imaged using a JEX‐1200EX transmission electron microscope (JEOL, Japan) under an acceleration voltage of 100 KV.

### Auditory Brainstem Response Test

Mice were anesthetized through i.p. injection of 10 mg mL^−1^ pentobarbital sodium, dosed at 100 mg kg^−1^ body weight. Subsequently, their ABR thresholds in an open field were assessed using a Tucker‐Davis Technology System III with the BioSigRZ software (TDT, Gainesville, USA). Sound pressure level (SPL) was recorded from 10 to 90 dB in 5 dB increments under six frequencies (4, 8, 12, 16, 24, and 36 kHz). Three electrodes (including ground, reference, and stimulus electrodes) were inserted subcutaneously at the left and right mastoid processes and the vertex cranial, respectively. The hearing threshold was defined as the minimal response level that could consistently observed as a reproducible waveform.

### LC‐MS/MS and Proteomics Analysis

The sEV extracted from ≈50 cochlear explants in each sample were prepared for MS analysis. Subsequently, protein extraction and label‐free LC‐MS/MS analysis were performed by the Beijing Genomic Institute (BGI) (Beijing, China). The data were then analyzed on the Dr. Tom network platform. Briefly, the digested peptides separated by HLPC (UltiMate 3000) (Thermo Fisher Scientific) were detected using a Q‐Exactive HF X (Thermo Fisher Scientific, San Jose, CA), and the data were evaluated using the MaxQuant 1.5.3.30 system integrated with an Andromeda engine performing the search in the Uniport database. A false discovery rate (FDR) ≤ 1% was used for mass filtration at both the spectral level and the protein level to obtain significant identification results. Principal component analysis (PCA) was performed to assess the quality of the data. In addition, MaxQuant was used to extract the intensity of the peak area and thus quantify the protein expression level. The LC‐MS/MS proteomics data have been updated to the ProteomeXchange Consortium through the PRIDE partner repository, with the dataset assigned the identifier PXD052123. To assess the significant variations in protein expression between the Cis‐sEV group and the Ctrl‐sEV group, fold change for different proteins was calculated, and statistical significance was assessed using Welch's t‐test. Furthermore, a fold change (FC) ≥2.0 and Q value (adjusted *p* value^[^ ^90^ ^]^) <0.05 were used as the criteria to determine significant differences. The difference in proteins was presented by volcano plot and difference cluster analysis. In addition, Gene Ontology (GO) analysis using Q values was used for cellular component annotation.

### Small RNA Sequencing and Analysis

The sEVs isolated from ≈80 cochlear explants from each sample were used for small RNA sequencing, which was also performed by BGI (Beijing, China) and analyzed with Dr. Tom's online software. Briefly, total RNA was isolated from sEV samples for library construction. The RNA library was purified and separated from 18–30 nt RNA by PAGE electrophoresis, and then small RNA was reverse transcribed as cDNA and further amplified. After filtering by quality, the small RNA libraries were sequenced on the DNBSEQ platform. The raw data were evaluated and further filtered to obtain clean tags, which were stored in FASTQ format and used for the next analysis. Using Bowtie2 software (with parameters of ‐q ‐L 16 –phred64 ‐p 6), the clean reads were aligned to the GCF_0 00001635.26_GRCm38.p6 reference genome to predict miRNAs and other non‐coding RNA based on their genomic locations. Furthermore, the clean reads were compared against the non‐coding RNA database using AASRA software and against the Rfam database using CMSearch software for annotation of non‐coding RNAs. To avoid having one small RNA compare two different annotations simultaneously and to keep a unique comment, the small RNA was traversed through the comment in order of precedence: MiRbase > Pirnabank > Rfam > other sRNA. The differential expression analysis was calculated based on the MA‐plot (Mean Absolute Deviation plot) and using |log_2_FC| value ≥ 1.0 and Q value ≤ 0.05 as the threshold. The R software with the heatmap function was used for cluster analysis. The small RNA sequencing data presented in this research have been submitted to NCBI's Gene Expression Omnibus and can be accessed via GEO Series accession number GSE266947.

MiRNA target prediction was a necessary process for miRNA function analysis. The RNAhybrid (with parameters of ‐b 100 ‐c ‐f 2,8 ‐m 100 000 ‐v 3 ‐u 3 ‐e ‐20 ‐p 1 ‐s 3utr‐human), miRanda (with parameters of ‐en ‐20 ‐strict), and Target Scan (default parameters) databases were applied to predict target genes of miRNAs in this study. In addition, GO and KEGG pathway analyses were conducted for predicted miRNA targets to analyze their functional annotation and pathway enrichment. After setting the miRNA target minimum score to 3 and the target maximum numbers to 30, the key driver gene analysis (KDA) was performed based on the STRING11 database in the Dr. Tom online system using the default parameters.

### Statistical Analysis

Data were analyzed using the GraphPad Prism 8 statistical software and presented as the mean ± standard deviation (SD) in this study. For statistical analyses between two groups, two‐tailed and unpaired Student's *t*‐tests were conducted. When a *p*‐value < 0.05 was identified as statistically significant. All sEV proteomic and small RNA sequencing analysis was based on Dr. Tom's online platform.

## Conflict of Interest

The authors declare no conflicts of interest.

## Author Contributions

J.A. and S.Z. contributed equally to this work. R.C., S.Z., T.W., and J.A. conceptualized the study and methodology. J.A., M.D., P.J., J.H., H.X., Y.L., X.T., W.T., J.H., Q.M., Y.W. and Z.Y. validated the experiments. J.A. performed the formal analysis, investigation, data curation, and visualization. J.A., S.Z., and T.W. wrote the original draft and performed the review and editing. R.C., S.Z., and T.W. acquired funding. All authors read and approved the final manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Small Extracellular Vesicles Orchestrate Cisplatin‐Induced Ototoxicity: Potential Biomarker and Targets Discovery
**Source:** Adv Sci (Weinh). 2025 May 24;12(30):e02627. doi: 10.1002/advs.202502627
**Supplement:** Supplementary file 1 — Supporting Information

Supplemental information

**Small Extracellular Vesicles Orchestrate Cisplatin-Induced Ototoxicity: Potential Biomarker and Targets Discovery**

Jingru Ai, Shasha Zhang^*^, Mingchen Dai, Pei Jiang, Jingyuan Huang, Hairong Xiao, Yanqin Lin, Xujun Tang, Wei Tong, Jun He, Qiuyue Mao, Yintao Wang, Zixuan Ye, Tian Wang^*^, Renjie Chai^*^

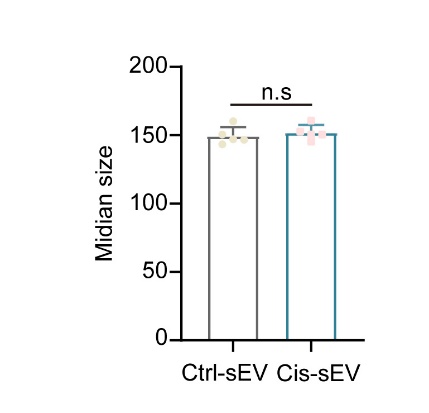

**Figure S1.** Statistical analysis of the median size of the Ctrl-sEV and Cis-sEV. The data are presented as the mean ± SD. The “n.s” represent the no signification. Ctrl-sEV group: n=5 samples; Cis-sEV group: n=5 samples.

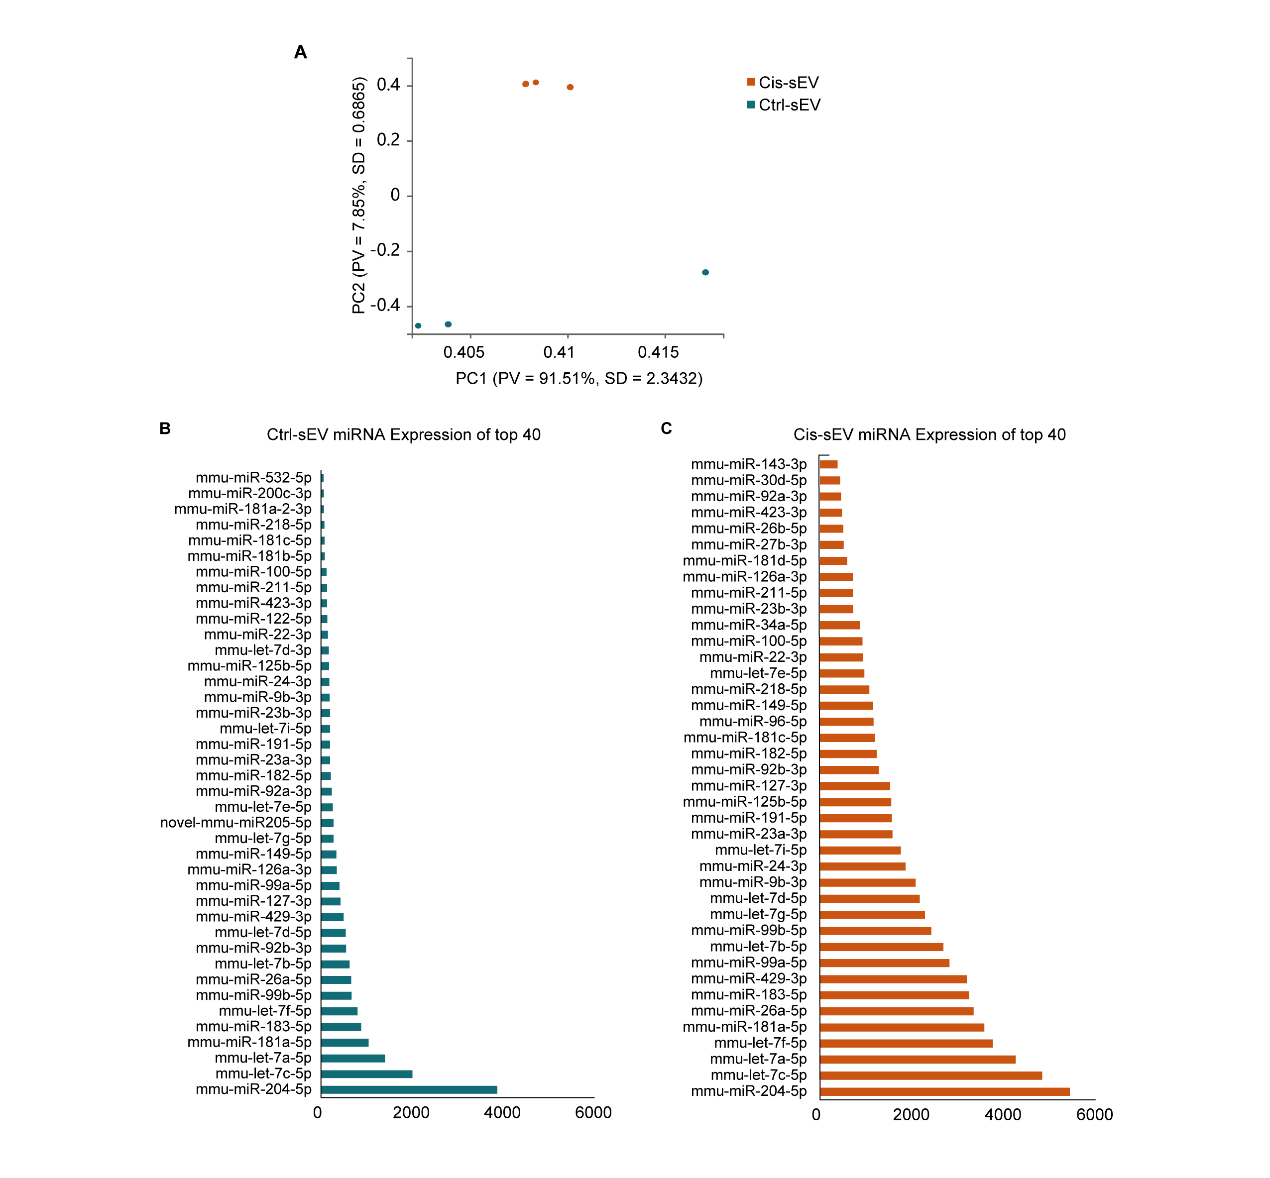

**Figure S2.** (A) Principal component analysis for miRNA-seq in Cis-sEV and Ctrl-sEV. (B, C) Top 40 highest-expressed miRNAs in the Ctrl-sEV and Cis-sEV groups, respectively.

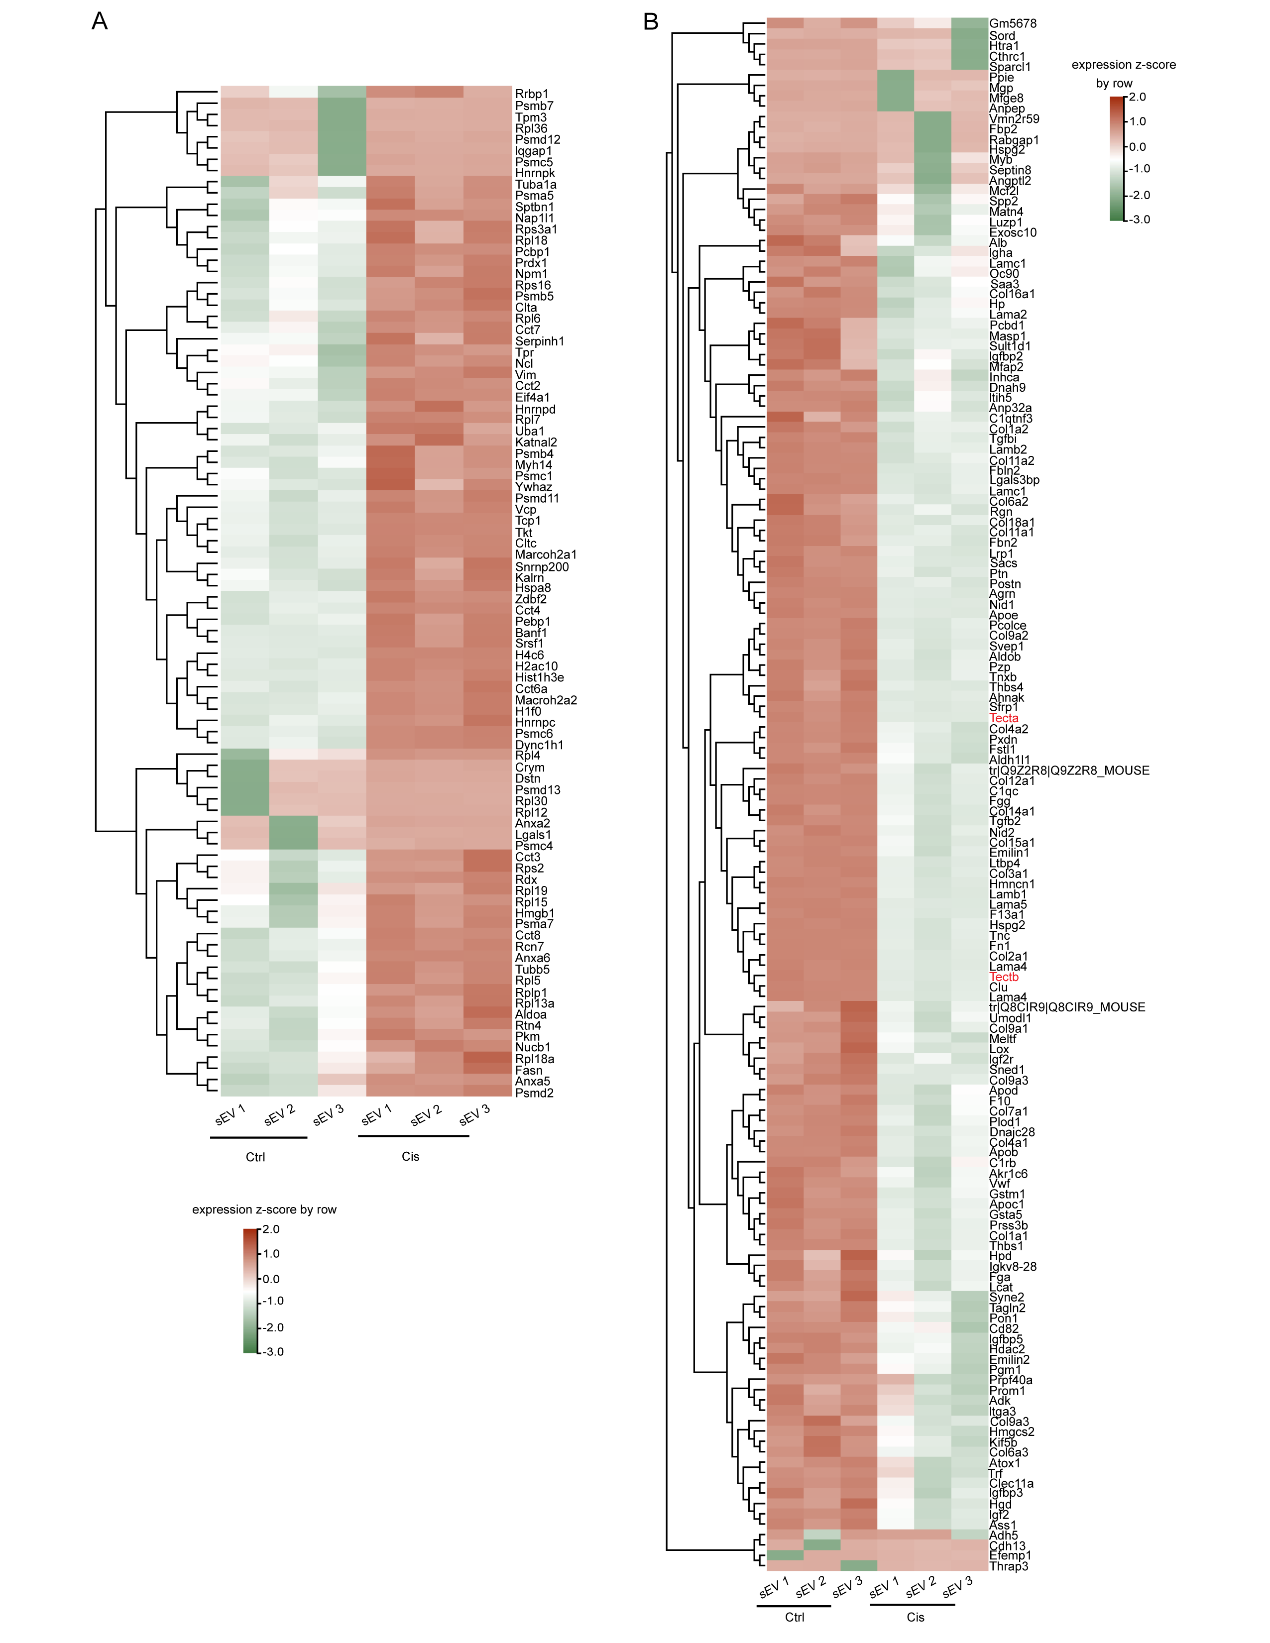

**Figure S****3.** (A, B) Heat map analysis of the 90 upregulated proteins and 150 downregulated proteins in the Cis-sEV group compared to the Ctrl-sEV group. The color bar represents the relative expression level.

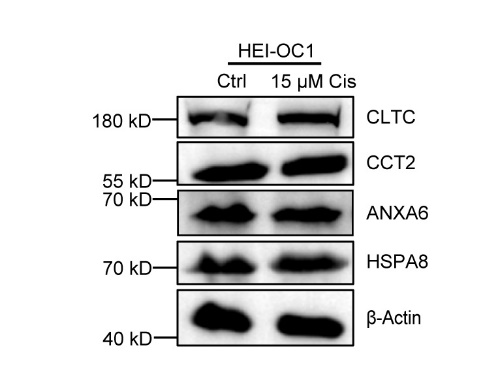

**Figure S4.** Verification of CLTC, CCT2, ANXA6, and HSPA8 was performed in the HEI-OC1 damage model. β-Actin served as the reference protein.

**Table S1.** The novel miRNAs detected in our research with differential abundance expression in Cis-sEV.

| miRNAs | Log2 (Cis-sEV / Ctrl-sEV) | | Sequence (5’-3’) |
| --- | --- | --- | --- |
| novel-mmu-miR121-3p | 11.4419067 | UAACGUGUGAGUGUGUGUUUU | |
| novel-mmu-miR146-5p | 10.55458885 | UUGCUGGGGUGUGCAUGGUGU | |
| novel-mmu-miR208-3p | 6.644065261 | UCCCUCAGACCCUAACUUU | |
| novel-mmu-miR220-5p | 11.31669294 | UGCUAUGAUGAAGGCUAUGUUGGUA | |
| novel-mmu-miR389-3p | 7.957365909 | GCCGAAAGCAUGGGAACAGCC | |
| novel-mmu-miR474-5p | 11.08812569 | CCUGUCUGUGCCUGCUGUAC | |
| novel-mmu-miR68-3p | 11.74188827 | UCCCUGAGACCCUUUAAC | |

**Table S2.** The mRNA RT-qPCR primer sequences were used in this research.

| Gene | Forward sequence (5’-3’) | Reverse sequence (5’-3’) |
| --- | --- | --- |
| *Bax* | TGAAGACAGGGGCCTTTTTG | AATTCGCCGGAGACACTCG |
| *Caspase 3* | CTGACTGGAAAGCCGAAACTC | CGACCCGTCCTTTGAATTTCT |
| *Caspase8* | TGCTTGGACTACATCCCACAC | TGCAGTCTAGGAAGTTGACCA |
| *Caspase9* | TCCTGGTACATCGAGACCTTG | TCCTGGTACATCGAGACCTTG |
| *Tom20* | GCCCTCTTCATCGGGTACTG | ACCAAGCTGTATCTCTTCAAGGA |
| *Bcas3* | CTGACCAGCCAAGACTCTTACA | CTTCGTGATGGTTCCCAGTG |
| *Crb2* | GATCCTAACAGCTTCCGTTGC | GCACTCGTAGTGATCTGCCA |
| *Klhl9* | AAGTCTGGAACTACGCGGTTT | AGCGTCACGTCACAAAGTAGG |
| *Mpp5* | TTTGGGCACCAGAATGATGC | AACAATTCCTTCTTCCGTGTCAA |
| *Ret* | GCATGTCAGACCCGAACTGG | CGCTGAGGGTGAAACCATCC |
| *Usp11* | AACAACATACCGGACGAGGAT | CCTTCATGCCTAGAGGGTTCC |
| *Wwtr1* | CATGGCGGAAAAAGATCCTCC | GTCGGTCACGTCATAGGACTG |

**Table S3.** The primer sequences used for miRNA 1st Strand cDNA synthesis in this research.

| MiRNAs | Stem-loop primer sequence (5’-3’) |
| --- | --- |
| mmu-miR-124-3p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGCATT |
| mmu-miR-140-5p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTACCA |
| mmu-miR-15b-5p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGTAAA |
| mmu-miR-17-5p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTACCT |
| mmu-miR-25-3p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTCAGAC |
| mmu-miR-339-5p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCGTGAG |
| mmu-miR-34a-5p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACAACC |
| mmu-miR-370-3p | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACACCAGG |
| U6 | AACGCTTCACGAATTTGCGT |

**Table S4.** The primer sequences used RT-qPCR for miRNA in this research.

| MiRNAs | Forward sequence (5’-3’) ^a)^ |
| --- | --- |
| mmu-miR-124-3p | GCGTAAGGCACGCGGTG |
| mmu-miR-140-5p | CGCGCAGTGGTTTTACCCTA |
| mmu-miR-15b-5p | CGCGTAGCAGCACATCATGG |
| mmu-miR-17-5p | GCGCAAAGTGCTTACAGTGC |
| mmu-miR-25-3p | GCGCATTGCACTTGTCTCG |
| mmu-miR-339-5p | CGTCCCTGTCCTCCAGGAG |
| mmu-miR-34a-5p | CGCGTGGCAGTGTCTTAGCT |
| mmu-miR-370-3p | GGCCTGCTGGGGTGGAA |

^a)^ The Reverse primers and U6 primers are provided in the miRNA Unimodal SYBR qPCR Master Mix Kit (Vazyme, MQ102).

How the deposited data were processed for this re-analysis (not part of the article)

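Small RNA of sEV from cochlear explants of postnatal day 3 mice was measured in 6 libraries, 3 from explants treated with 50 µM cisplatin for 48 h (Cis-sEV) and 3 from explants given PBS (Ctrl-sEV), each from about 80 explants. The authors isolated RNA of miRNA length by gel electrophoresis, sequenced it on the DNBSEQ platform, aligned the reads to GRCm38.p6 with Bowtie2, annotated them with AASRA and cmsearch in a fixed order of precedence, and deposited the count of reads on each mature miRNA in each library. These counts are whole numbers with no normalization, and no column of them was left out.

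Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Differential expression was tested with edgeR's quasi-likelihood fit and TMM factors after filterByExpr with its default minimum of 10 reads in a library and 15 over all. The groups were Cis-sEV and Ctrl-sEV, p was adjusted by Benjamini-Hochberg, and miRNAs were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Lists of miRNAs were tested with fry of limma on the same fit, two-sided and adjusted over the lists: the miR-183 cluster, the miR-34 and miR-200 families, the let-7 family, and lists of circulating and erythrocyte, neuronal, mesenchymal and immune miRNAs. A miRNA was counted as detected with 1 read in 1 library of the group. Correlations and principal components used log2(CPM + 1), and the ratio of library totals an exact permutation test. Sequences of predicted miRNAs were searched as exact matches in GRCm38 transcripts of GENCODE release M21, and the predicted miRNAs are named by their mature sequence.

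The miRNAs treated one by one were set by a rule: those the paper names in its text and tables, those Fig. 3E shows as lower, the 5 with the largest change in each direction among the called miRNAs with groups that do not overlap, the 5 most abundant of each group, and the members of the lists. Names in the paper and its figures had been seen when the rule was written. The tests, the rule, the lists and most alternatives were set before the data were examined. These alternatives were other scalings (total counts, DESeq2 size factors, TMMwsp, upper quartile, and total reads computed from the miRNA shares of Fig. 3B), other minimums, DESeq2, limma-voom, an MA-plot test on summed counts, replicate numbers as a block, no limit on the fold change, miRBase names only, other scales and list lengths, and each library left out in turn. Chosen after seeing the data were limma-voom with group weights, the correlation matrix of CPM, the scale used for Table S1, identical sequences summed (for single miRNAs and for lists), thinning to captured molecules, and the lists under the scaling from Fig. 3B.

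Counts were simulated with 3 libraries in each group, a change of 2 on the log2 scale and the same spread in both groups. There edgeR recovered 198 of 200 changed miRNAs, with 2 false calls among 185 unchanged ones tested. DESeq2 recovered 197 with 0 false calls among 610 unchanged, and the MA-plot test 195 with 17 among 185. In the data the biological coefficient of variation was 0.369 in Cis-sEV and 1.55 in Ctrl-sEV. The simulation therefore checks that the tests run properly and does not give their rate of false calls in these data. Depth was 1722359 to 1794175 miRNA reads in Cis-sEV and 528952 to 718597 in Ctrl-sEV. Where a group had 0 reads, the fold is a lower bound with 3 reads over the group in its place. With 1 to 3 reads the ratio is given with its 95% Clopper-Pearson interval. Intervals and floors cover counting error only. The RT-qPCR, proteomics and target predictions of the paper were not analysed here.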

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

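Tests chosen only after the result was seen are those on captured molecules, including the control libraries drawn from the Cis-sEV composition.

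Signals in miRNAs that the paper does not discuss stood above the control libraries for 7 named miRNAs. In 3 of them the Ctrl-sEV libraries held 0 reads: mmu-miR-344-3p was at least 153-fold higher in Cis-sEV, mmu-miR-34c-3p at least 67.6-fold and mmu-miR-669l-5p at least 59.2-fold, with 3 reads over the group as the floor. These bounds are 1.695 times lower without Ctrl-sEV replicate 2. In 4 each Ctrl-sEV library held reads: the log2 fold change was 2.08 for mmu-miR-96-5p, 1.45 for mmu-miR-218-5p, 1.21 for mmu-miR-200a-3p and 1.65 for mmu-miR-200b-3p. Each was higher in 3 of 3 Cis-sEV libraries than in every Ctrl-sEV library.

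The technical explanation to weigh first is that few RNA molecules were captured in the control libraries, so that each gave many reads or none. The spread between replicates, at 10 to 50 mean reads, gave 60.9 reads per molecule in Ctrl-sEV and 10.8 in Cis-sEV. That range of reads was chosen after such a value had been seen to match. At 5 to 20 and at 20 to 100 mean reads, the Ctrl-sEV value was 40.3 and 79.1, so 40 and 80 were tried too. Each of these values takes the whole spread as sampling of molecules. Differences between the biological samples are part of that spread and would make the values too high. With control libraries drawn at the composition of Cis-sEV, edgeR made a median of 52 calls higher in Cis-sEV with 0 reads in the drawn libraries over 30 draws (range 40 to 66; 33 at 40 reads per molecule, 64.5 at 80), where the data gave 53. Calls without any difference in composition are therefore possible at 0 reads, and for these 53 as a set too few molecules and a real difference cannot be told apart, since the draws rest on an assumed profile. Of 44 miRNAs at 200 to 500 CPM in Cis-sEV, 3 had 0 reads in Ctrl-sEV, among them mmu-miR-344-3p, where 0.022 were expected. At 5 to 20 CPM, of 137 miRNAs, 102 were expected at 0 (88.1 at 40 reads per molecule, 109 at 80), where 73 had 0 reads and 92 had 8 reads or fewer. The assumed profile, and whether 1 to 8 reads count as a captured molecule, keep these open.

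For calls with reads in Ctrl-sEV the drawn libraries gave a median of 0 by edgeR and at most 1, where the data gave 30, and calls lower in Cis-sEV numbered 0 in each of the 30 draws, where the data gave 23. At 80 reads per molecule the largest numbers over the draws were 2 and 1. A draw from an assumed profile excludes nothing by itself, so these too cannot be told apart from few molecules by this test alone. The abundant miRNAs argue against few molecules as the whole cause of the differences between the groups. Of 67 miRNAs with at least 1000 CPM in both groups, 48 (71.6%) had groups that did not overlap, where chance gives 10%, with 25 above and 23 below. Of these 67, edgeR called 9 higher and 12 lower. Scaling stays open in part: relative to miRNA reads, mmu-miR-96-5p and mmu-miR-218-5p were higher under each scaling run, and mmu-miR-200a-3p was not called with upper-quartile factors, where its log2 fold change was 0.97. The choice of test matters as well: DESeq2 called none of mmu-miR-96-5p, mmu-miR-218-5p, mmu-miR-200a-3p and mmu-miR-200b-3p, and limma-voom, with or without group weights, did not call mmu-miR-96-5p or mmu-miR-200a-3p. With no filter, or with at least 10 reads in all, mmu-miR-200a-3p and mmu-miR-200b-3p were not called. mmu-miR-200a-3p was also not called without Cis-sEV replicate 2 (1.09) or 3 (1.18) or without Ctrl-sEV replicate 1 (0.96) or 2 (1.17). mmu-miR-200b-3p was not called without Cis-sEV replicate 1 (1.50) or 3 (1.68) or without Ctrl-sEV replicate 1 (1.38) or 2 (1.50). mmu-miR-96-5p was not called without Ctrl-sEV replicate 1 (2.00) or 2 (1.96), and its change was 1.34 without Cis-sEV replicate 1. mmu-miR-34c-3p and mmu-miR-669l-5p were not called without any 1 of the Cis-sEV libraries (adjusted p from 0.0699 to 0.0899), and mmu-miR-344-3p not without Cis-sEV replicate 1 (0.0585). An effect of cisplatin on what the explants release is the biological explanation that the design names, and it stays open as a hypothesis.

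Counting other splits of the libraries could not exclude chance whatever it gave, since 1 of 10 is the smallest share possible with 3 libraries against 3. Of the 10 splits, 1, the real one, gave 106 calls, and the other 9 gave 0 by edgeR. Over the real split, edgeR found 147 miRNAs at an unadjusted p under 0.05, and DESeq2 called 105.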

How the results depend on the processing

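The alternatives chosen only after the result was seen are limma-voom with group weights, the correlation matrix of CPM, identical sequences summed (lists included), captured molecules thinned, and the lists scaled by the reads from Fig. 3B. Unless a sentence gives it, the cause was not tested.

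The number of miRNAs called, 106 with 83 higher and 23 lower, stayed within 1.5 times for the total count under the other scalings within miRNA reads, every filter, DESeq2, limma-voom with group weights, no limit on the fold change, miRBase names and summed sequences, where it ran from 76 to 123. It was 43 with limma-voom (30 higher, 13 lower), 214 with the MA-plot test on summed counts (158 and 56), which has no replicate spread, and 192 with the reads from Fig. 3B (192 higher and 0 lower by edgeR, 207 at an unadjusted p under 0.05), a scale that raises each Cis-sEV level by construction. The number lower was also 11 with total counts, 14 with no filter and 13 with at least 10 reads in all. Over the libraries left out, the number called ran from 53 to 169, higher from 40 to 144 and lower from 11 to 30. The number called was 53, 57 and 70 without Cis-sEV replicate 1, 2 and 3, and 134, 121 and 169 without Ctrl-sEV replicate 1, 2 and 3. It thus fell without any 1 Cis-sEV library and rose without any 1 Ctrl-sEV library.

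The libraries share replicate numbers, and the paper's text does not say that equal numbers belong together. With the number as a block, edgeR called 24 (13 higher, 11 lower), 23 of them among the 106, and of the 65 miRNAs treated singly 23 lost the call. With the block, the log2 fold change was 3.49 for mmu-miR-183-3p and -1.16 for mmu-miR-199a-3p, each of the other sign without it. In a check of the pairing, deviations of the libraries with equal numbers had correlations of -0.05, -0.18 and -0.01, no higher than those of unequal numbers (-0.12 to 0.16), so the block spends degrees of freedom on numbers that show no pairing.

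Detection depended on the minimum. With a read in every library of the group, 430 were detected in Cis-sEV, 180 in Ctrl-sEV, 175 in both and 435 in any. Thinned to the captured molecules of a control library, Cis-sEV had 321. Under the other minimums, thinning by depth and miRBase names, the counts stayed within 1.5 times, and with each library left out they ran from 711 to 799, 332 to 400, 324 to 386 and 731 to 807. The ratio of library totals ran from 2.81 to 3.31 with 1 library left out, and 33 to 35 of the 40 most abundant were shared.

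The mean correlations within Cis-sEV, within Ctrl-sEV and between groups were 0.9901, 0.985 and 0.838 on CPM with no log, 0.804, 0.770 and 0.723 with log2(CPM + 0.1), 0.810, 0.717 and 0.664 for Spearman rho, 0.977, 0.877 and 0.878 with log2(CPM + 10), and 0.959, 0.768 and 0.782 over the miRNAs filterByExpr keeps. With 1 library left out they ran from 0.911 to 0.921, 0.798 to 0.824 and 0.790 to 0.809. Component 1 held 42.6% with each miRNA scaled, 56.2% over the miRNAs filterByExpr keeps, and 47.7 to 56.9% with 1 library left out. It held 85.7% for the correlation matrix of log2(CPM + 1) and 91.5% for that of CPM. In both matrices it is the profile that all libraries share. The groups separated there on the next component, with 5.42% and 7.85%.

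Among 65 miRNAs treated singly, 63 by the rule and 2 outside it, DESeq2 size factors and TMMwsp left each of the 65 with the same direction and call. With limma-voom 16 lost the call and 1 gained it, with DESeq2 6 lost and 4 gained it, with the MA-plot test 2 lost and 14 gained it, with no filter 6 lost it, and without Cis-sEV replicate 1 11 lost it. With the reads from Fig. 3B the log2 fold change was positive for 14 that were negative in the edgeR fit with TMM: mmu-miR-204-5p (0.53), mmu-miR-183-3p (0.81), mmu-miR-451a (1.19), mmu-let-7c-5p (1.31), mmu-miR-150-5p (1.47), mmu-let-7a-5p (1.64), mmu-miR-129-5p (1.798), mmu-miR-181a-5p (1.82), mmu-miR-183-5p (1.92), mmu-let-7e-5p (1.96), mmu-let-7d-5p (2.04), mmu-let-7b-5p (2.14), mmu-let-7f-5p (2.27) and mmu-miR-146a-5p (2.34). Also positive with total counts were mmu-let-7f-5p (0.25), mmu-miR-146a-5p (0.28), mmu-let-7b-5p (0.11) and mmu-let-7d-5p (0.0046), and with the MA-plot test mmu-let-7f-5p (0.22), mmu-miR-146a-5p (0.29) and mmu-let-7b-5p (0.092). mmu-miR-183-3p was positive with limma-voom (2.72) and with group weights (2.14).

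Other signs changed near 0 or with single libraries. mmu-miR-182-5p was -0.048 with upper-quartile factors, and mmu-miR-199a-5p was -0.13 there and -0.014 with miRBase names only. With 1 library left out, the log2 fold change ran from -0.24 to 0.021 for mmu-let-7f-5p, from -0.40 to 0.49 for mmu-miR-182-5p, from -0.25 to 0.12 for mmu-miR-146a-5p, from -0.23 to 0.37 for mmu-miR-199a-5p, from -0.13 to 1.63 for mmu-miR-214-3p and from -2.17 to 1.12 for mmu-miR-199a-3p. For mmu-miR-183-3p it ran from -1.87 to 7.63, the last without Ctrl-sEV replicate 2, where it has 0 reads in Ctrl-sEV and the fitted value is not a measured ratio.

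Of the lists, the neuronal one kept its direction and passed under each alternative run, with medians from 1.33 to 3.27 over the libraries left out, the last 2.43 with members at 0 reads in Ctrl-sEV at their bound. The circulating and erythrocyte list did so except with the reads from Fig. 3B (-0.71), and ran from -3.24 to -2.70. The let-7 family was 0.058 with total counts and passed as higher with the reads from Fig. 3B (2.09), with each of the 8 members called higher. It ran from -0.44 to -0.18 with 1 library left out and passed as lower without Ctrl-sEV replicate 3 (-0.25). The immune list passed with total counts (0.28), the reads from Fig. 3B (2.34) and without Ctrl-sEV replicate 3 (0.12), with a range of -0.25 to 0.12. The mesenchymal list passed with total counts (0.97), the reads from Fig. 3B (2.92), identical sequences summed (0.87) and without Ctrl-sEV replicate 3 (1.03), with a range of 0.47 to 1.03. The miR-183 cluster did not pass without Cis-sEV replicate 1 or 2 or Ctrl-sEV replicate 1 or 2, with a range of -0.40 to 4.79, the last 2.21 with members at their bound. The miR-200 family did not pass without Cis-sEV replicate 1 (1.18) or 2 (1.09), with a range of 0.96 to 1.57. The miR-34 family had 1 member in the test and gave no value there. With no filter, or with 1 Ctrl-sEV library left out, it had 2 members. Without Ctrl-sEV replicate 1, 2 and 3 its median was 2.07, 1.79 and 2.17, with the member at 0 reads in Ctrl-sEV at its bound. It passed as higher in each (adjusted p = 0.0066, 4.4e-04 and 0.0024 by fry).

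Depth limits the low end: by counting error alone, 0 reads in a Ctrl-sEV library allow up to 4.17 to 5.67 CPM. Absence below that level was not detectable, and with few captured molecules the level would be higher.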

Differences from the paper's values

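The paper reports 9 miRNAs lower in Cis-sEV, and 23 were called. Of the alternatives set before the data were examined, total counts (11), at least 10 reads in all (13), limma-voom (13), replicate numbers as a block (11), and leaving out Cis-sEV replicate 1 (13), 2 (13) or 3 (11) were within 1.5 times of the paper's value. The others were not: DESeq2 size factors and DESeq2 (23 each), TMMwsp (22), upper quartile (25), reads from Fig. 3B (0 by edgeR, 207 of both directions at an unadjusted p under 0.05), no filter (14), at least 10 reads in every library of a group (24), the MA-plot test (56), no limit on the fold change (30), miRBase names only (19), and leaving out Ctrl-sEV replicate 1 (30), 2 (22) or 3 (25).

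The share of variance on component 1 is about 92% in Fig. S2A, read by eye, and 48.8% here. Of the alternatives set before the data were examined, the correlation matrix of log2(CPM + 1) (85.7%) was close to it. The others were not: each miRNA scaled (42.6%), log2(CPM + 10) (49.4%), the miRNAs filterByExpr keeps (56.2%) and each library left out (47.7 to 56.9%). The correlation matrix of CPM, chosen after seeing the values, gives 91.5%. In both matrices component 1 is the profile that all libraries share, and the groups separate on the next component (5.42% and 7.85%). These shares are thus of another kind than the 48.8%. No called items are involved.

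The correlations printed in Fig. 3A match those here on CPM with no log, a mean of 0.9901 within Cis-sEV, 0.985 within Ctrl-sEV and 0.838 between the groups. On log2(CPM + 1) these were 0.917, 0.813 and 0.803. 

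For 3 predicted miRNAs of Table S1 the log2 fold change from edgeR was smaller than the paper's. It was 4.31 against the paper's 6.64 for UCCCUCAGACCCUAACUUU, 8.56 against the paper's 11.32 for UGCUAUGAUGAAGGCUAUGUUGGUA, and 5.29 against the paper's 7.96 for GCCGAAAGCAUGGGAACAGCC. Of the alternatives set before the data were examined, the reads from Fig. 3B were within the error for all 3 (6.57, 10.78 and 7.41). So were replicate numbers as a block for UCCCUCAGACCCUAACUUU (4.66) and GCCGAAAGCAUGGGAACAGCC (5.80), and leaving out Cis-sEV replicate 1 for UCCCUCAGACCCUAACUUU (4.56). Without Ctrl-sEV replicate 1 for UGCUAUGAUGAAGGCUAUGUUGGUA and without Ctrl-sEV replicate 3 for GCCGAAAGCAUGGGAACAGCC, Ctrl-sEV has 0 reads, and only a lower bound (6.83 and 3.53) can be set beside the paper's ratios, which lie above it. The other scalings, the filters, DESeq2, limma-voom, the MA-plot test and the other libraries left out were not within the error. On the mean of total RNA reads with 0.001 in place of a group at 0, a scale chosen after seeing the values, the 3 ratios were 6.67, 11.33 and 7.94. The other 4 have 0 reads in Ctrl-sEV, so only a lower bound can be set beside the paper's ratios; on that same scale they were 11.38, 10.50, 11.03 and 11.69, which rest on the 0.001.

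The paper calls mmu-miR-15b-5p, mmu-miR-17-5p and the predicted miRNA UCCCUCAGACCCUAACUUU higher in Cis-sEV. Here their direction was the same and their adjusted p by edgeR was 0.0775, 0.0720 and 0.0807. All 3 were called by DESeq2, the MA-plot test and with the reads from Fig. 3B, set before the data were examined, and by limma-voom with group weights, chosen after seeing the values. mmu-miR-15b-5p was also called by limma-voom, and mmu-miR-15b-5p and mmu-miR-17-5p without Ctrl-sEV replicate 3. By RT-qPCR the paper reports mmu-miR-15b-5p as stably raised. It also measured mmu-miR-17-5p, mmu-miR-124-3p and mmu-miR-370-3p and does not name them among those stably raised. The other miRNAs that the paper's text and Table S1 name as higher were tested, and each was called higher.

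Of the 9 miRNAs that Fig. 3E labels as lower, 3 had enough reads to be tested, and 2 were called lower, mmu-miR-486a-5p and mmu-miR-7b-5p. mmu-miR-486b-5p had a log2 fold change of -3.31 (adjusted p = 0.0618 by edgeR), and was called lower with upper-quartile factors, at least 10 reads in every library of a group, DESeq2, the MA-plot test and without Ctrl-sEV replicate 1 or 3. The other 6 were not tested, with reads in the Ctrl-sEV libraries of 0, 72 and 0 for mmu-miR-1968-5p, 126, 0 and 0 for mmu-miR-365-1-5p, 177, 0 and 1 for mmu-miR-3470b, 0, 97 and 42 for GGAGGAGGAGGAGGAGGA, 0, 75 and 47 for CCCGGGGAGCCCGGCGGGC, and 54, 3 and 15 for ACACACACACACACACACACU. DESeq2 called these last 3 lower, and edgeR called GGAGGAGGAGGAGGAGGA and CCCGGGGAGCCCGGCGGGC lower without Ctrl-sEV replicate 1. No setting run called mmu-miR-1968-5p, mmu-miR-365-1-5p or mmu-miR-3470b.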

Other observations

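Tests chosen only after the result was seen are those on captured molecules, on shared sequences, on reads carried over, on predicted miRNAs in other RNAs, and on lists with identical sequences summed.

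More miRNAs were detected in Cis-sEV than in Ctrl-sEV, 799 against 400. The number of reads argues against itself as the cause: with each library thinned to the shallowest total, Cis-sEV still had 1.89 times as many. Few captured molecules stay open. With 60.9 reads per molecule, a control library holds about 9779 captured molecules and a Cis-sEV library, at 10.8, about 164208. Cis-sEV thinned to the molecules of a control library had 321 miRNAs (364 at 40 reads per molecule, 298 at 80), against 323 with more than 8 reads in Ctrl-sEV and 400 with any read. Of 128 miRNAs at 20 to 100 CPM in Cis-sEV, 40.9 were expected at 0 in Ctrl-sEV at equal composition (24.7 at 40, 52.3 at 80), where 41 had 0 reads and 57 had 8 reads or fewer. Of 137 at 5 to 20 CPM, 102 were expected at 0 (88.1 at 40, 109 at 80), where 73 had 0 reads and 92 had 8 or fewer. Between these ranges of CPM, 0 reads match only at 20 to 100, and 8 reads or fewer lie within the expected range only at 5 to 20. Narrower ranges differed. At 50 to 100 CPM, of 41 miRNAs, 4 had 0 reads and 8 had 8 or fewer. Both lie within the expected range there, 5.40 (2.00 at 40, 8.61 at 80). At 100 to 200 CPM neither number did, with 2 and 4 against 0.746 expected (0.117 at 40, 1.79 at 80). The match thus depends on the level and on how 1 to 8 reads are taken, so few molecules cannot be told apart here. The range of reads from which 60.9 was estimated was chosen after such a value had been seen to match, so these are not independent tests. The estimates also take all spread between samples as sampling of molecules, so the captured molecules may be more than stated. Few captured molecules may account for much of the difference in detection at low levels. Fewer molecules could come from less input into the library or from less miRNA in the sEV of untreated explants, and the counts do not separate these.

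More miRNAs were called higher than lower in Cis-sEV. Scaling may set part of this: the share of higher among the calls, 78.3% with TMM, moved by at most 11.5 percentage points under another scaling within miRNA reads, to 89.8% with total counts. It stayed above an equal division under each of these, with 75.5% the lowest with upper-quartile factors. Few captured molecules may also carry the excess. Of the 83 higher, 53 had 0 reads in Ctrl-sEV, and control libraries drawn at the composition of Cis-sEV gave a median of 52 such calls. Among calls with reads in Ctrl-sEV, 30 were higher and 23 lower, and among miRNAs with at least 1000 CPM in both groups 9 were higher and 12 lower. How far total miRNA differed between the groups was not measured by these counts, so absolute directions stay open.

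Of 4 tested circulating and erythrocyte miRNAs each was lower in Cis-sEV, with a median log2 fold change of -3.04 (fry, adjusted p = 0.00462), and the median was -0.71 with the reads from Fig. 3B. Of the 4, mmu-miR-486a-5p and mmu-miR-486b-5p share a sequence, so that sequence counts more than once in the median and in fry. With identical sequences summed, an alternative chosen after the result was seen, the 3 that remain had a median of -2.79 and the list still passed. RNA from serum or blood as a larger share of the control libraries is a candidate explanation, written down with its test before the result was seen. Under it, the abundant members should fall by a similar factor. mmu-miR-122-5p fell by 2.78 and mmu-miR-451a by 1.15 on the log2 scale, a difference of 1.64. mmu-miR-451a was not called in 5 of the 6 cases with 1 library left out, and ran from -1.33 to -0.89. With the reads from Fig. 3B, mmu-miR-451a was higher in Cis-sEV (1.19). Serum and blood would bring them in proportions that are not known here, so a share of such RNA cannot be told apart from an effect of cisplatin.

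The miR-183 cluster as a list was higher in Cis-sEV, with a median of 1.13, a mean of 2.64 and the 2 members with 0 reads in Ctrl-sEV included. With these members at their bound the median over the 6 libraries was the same. A larger share of vesicles from hair cells should raise each main arm. mmu-miR-183-5p, the most abundant arm, had a log2 fold change of -0.49 while mmu-miR-96-5p had 2.08, which argues against that explanation relative to the other miRNAs, though mmu-miR-183-5p was 1.92 with the reads from Fig. 3B. A change in single arms or cell types stays open as a hypothesis.

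The other lists, by fry on the edgeR fit, are given as values. The neuronal list (6 members, median log2 fold change 1.54, mean 3.93, 2 with 0 reads in Ctrl-sEV) had an adjusted p of 5.1e-04, and the miR-200 family (5 members, 1.21) 0.00462. The mesenchymal list (6 members, 0.66) had 0.0587 and the let-7 family (8 members, -0.29) 0.272, and the let-7 median was 0.06 with total counts and 2.09 with the reads from Fig. 3B. The immune list (3 members) had a median of -0.08, a mean of 0.31 and a test direction of higher, with 0.516; its median was 0.28 with total counts and 2.34 with the reads from Fig. 3B. The miR-34 family had 1 member in the test, and with no filter it had 2. mmu-miR-34c-5p had 0 reads in Ctrl-sEV, and with it at its bound the median of the 2 was 2.19 (adjusted p = 6.1e-04 by fry). Called over all tested miRNAs were 3 circulating, 1 let-7, 3 miR-183, 2 miR-200 and 3 neuronal members, and adjusted over the list alone 4, 1, 3, 2 and 3. In the mesenchymal and immune lists edgeR called 0 both ways. For the mesenchymal list this depends on how the reads of mmu-miR-199a-3p are divided with mmu-miR-199b-3p, which has the same sequence. With identical sequences summed, 1 member was called higher, the median was 0.87 and the list passed. Before the lists were written, 3 tested circulating, 8 let-7, 1 mesenchymal, 5 miR-183, 2 miR-200 and 3 neuronal members had been seen in the paper's figures, and no immune one.

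mmu-miR-199a-3p and mmu-miR-199b-3p have the same sequence and differed between replicates, with coefficients of variation of 141% and 86.1% over the Cis-sEV libraries. Their sum varied by 15.3%, which is consistent with reads of one sequence being assigned to either name. Summed, they had 8707, 6544 and 8589 reads in Cis-sEV and 580, 490 and 911 in Ctrl-sEV, a log2 fold change of 1.57 (standard error 0.36, adjusted p = 0.0134 by edgeR), where neither was called singly. mmu-miR-486a-5p and mmu-miR-486b-5p summed gave -3.43 (adjusted p = 0.0054 by edgeR). No biological explanation was tested.

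In the Ctrl-sEV libraries 45 to 82 miRNAs had 1 to 8 reads, in place of the many reads that one captured molecule would give. Reads carried over from the Cis-sEV libraries are a candidate explanation. In Ctrl-sEV replicate 1 these miRNAs had a median of 64.5 reads in the Cis-sEV libraries, against 18 for miRNAs at 0, but true low levels would give the same order, so the 2 cannot be told apart. This bears on mmu-miR-140-5p, mmu-miR-17-5p and others with few reads in Ctrl-sEV.

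Of 11 predicted miRNAs called or listed in Table S1, 3 lie with their whole sequence in an annotated snoRNA: UGCUAUGAUGAAGGCUAUGUUGGUA in Gm26224, GCCGAAAGCAUGGGAACAGCC in Snora65, and GGAGGGAACGCAGUCUGAGUGGA in Rnu3b1 and other U3 snoRNAs. Fragments of other annotated RNAs may thus be counted among the predicted miRNAs. Of all 141, 10 matched only snoRNAs, 8 only annotated miRNA genes, 32 other transcripts or several classes, and 91 none. The classes searched held no nuclear tRNAs and no RNA of other species. The 91, among them GGGGGAUUAGCUCAGCUG, may therefore still hold fragments of such RNA. Among the 32, 8 repeat sequences matched miRNA genes as well as other transcripts. GGAGGGAACGCAGUCUGAGUGGA made up 80.3% of the predicted reads in Ctrl-sEV and 53.3% in Cis-sEV, and its log2 fold change was -2.62 (standard error 0.38). Whether such fragments are processed as miRNAs was not tested. GGAGGGAACGCAGUCUGAGUGGA, mmu-miR-199b-3p and mmu-miR-499-5p fall outside the rule for single miRNAs and were chosen after their values were seen.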
